# Genetic background influences murine prostate gene expression: implications for cancer phenotypes

**DOI:** 10.1186/gb-2007-8-6-r117

**Published:** 2007-06-18

**Authors:** Daniella Bianchi-Frias, Colin Pritchard, Brigham H Mecham, Ilsa M Coleman, Peter S Nelson

## Abstract

**Background:**

Cancer of the prostate is influenced by both genetic predisposition and environmental factors. The identification of genes capable of modulating cancer development has the potential to unravel disease heterogeneity and aid diagnostic and prevention strategies. To this end, mouse models have been developed to isolate the influences of individual genetic lesions in the context of consistent genotypes and environmental exposures. However, the normal prostatic phenotypic variability dictated by a genetic background that is potentially capable of influencing the process of carcinogenesis has not been established.

**Results:**

In this study we used microarray analysis to quantify transcript levels in the prostates of five commonly studied inbred mouse strains. We applied a multiclass response *t*-test and determined that approximately 13% (932 genes) exhibited differential expression (range 1.3-190-fold) in any one strain relative to other strains (false discovery rate ≤10%). Expression differences were confirmed by quantitative RT-PCR, or immunohistochemistry for several genes previously shown to influence cancer progression, such as *Psca*, *Mmp7*, and *Clusterin*. Analyses of human prostate transcripts orthologous to variable murine prostate genes identified differences in gene expression in benign epithelium that correlated with the differentiation state of adjacent tumors. For example, the gene encoding apolipoprotein D, which is known to enhance resistance to cell stress, was expressed at significantly greater levels in benign epithelium associated with high-grade versus low-grade cancers.

**Conclusion:**

These studies support the concept that the cellular, tissue, and organismal context contribute to oncogenesis and suggest that a predisposition to a sequence of events leading to pathology may exist prior to cancer initiation.

## Abstract 2

Microarray analyses to quantitate transcript levels in the prostates of five inbred mouse strains identified differences in gene expression in benign epithelium that correlated with the differentiation state of adjacent tumors.

## Background

Family history and race represent two of the greatest contributors to the probability of developing cancer of the prostate. Recent estimates suggest that 42% of prostate cancer risk may be attributed to heritable factors that include the influence of rare alleles capable of exerting substantial effects, common alleles with weak effects, and gene interactions that act to amplify or buffer phenotypes [1]. Racial background accounts for disparities of more than 40-fold in the incidence of prostate cancer between Western and Asian men, and also associates with cancer progression and lethality [2]. Importantly, risks attributed to racial categories may reflect not only genetic variables, but also a myriad of shared environmental exposures that include diet, infectious disease, and medication use.

Cancer susceptibility represents a continuum of interactions between the host and environment. At the extremes, each can exert dominant effects on the neoplastic process. For example, inherited differences in specific gene products, such as p53, Rb, and APC, lead to the near-universal development of cancers, regardless of differences in the host environment [3]. Similarly, exposures to ionizing radiation or chemical mutagens can produce high rates of neoplasia regardless of the host genetic background. However, most human malignancies cannot be attributed to specific genes or extrinsic agents that exert dominant effects, but rather arise in the setting of complex multi-factorial gene-environment relationships. In this context, studies of twins have found that genetic background is associated with a large proportion of supposedly nonhereditary cancers, a finding supported by the familial clustering of specific malignancies [1].

The identification of low-penetrance genetic modifiers that influence cancer phenotypes has been challenging in humans due to substantial genetic heterogeneity and the inability to identify, quantify and control for a wide-range of environmental variables. Furthermore, tumors arising in specific organ sites may exhibit multiple different histologies that include differentiation state and the propensity to progress at variable rates [4,5]. To overcome these hurdles, inbred strains of model organisms such as the mouse have been used to control environmental influences, homogenize tumor histologies, and reduce the complexity of genetic backgrounds [6]. Manipulating these variables has facilitated studies that link genomic loci with the propensity to develop neoplasia and the identification of genes that modulate tumor behavior. Despite highly similar genomes, striking differences in tumorigenesis and metastasis have been observed in different rodent strains induced to develop cancers of the lung, breast, intestine, skin, and prostate [7-11]. Breeding strategies designed to isolate the genes responsible for cancer susceptibility have successfully identified modifying loci [12]. The characterization of specific genes modulating cancer phenotypes indicates that carcinogenesis is influenced by tumor-intrinsic features as well as variables in the host macro- and microenvironments [13]. Intrinsic cellular properties include proliferation rates, genome stability, differentiation potential and the ability to senesce or undergo apoptosis. Tumor-'extrinsic' factors that influence the process of carcinogenesis include hormone concentrations, immune response, drug metabolism, and features of the local stroma involving matrix and neovascularization. Importantly, many cancer-modifying loci exhibit multiple genetic interactions that suggest the existence of molecular networks that underlie cancer predisposition [6,7].

Studies of prostate carcinogenesis in rodent models developed using chemical mutagens or gene-targeting strategies have clearly demonstrated modifications of cancer incidence and progression rates dependent on the host genotype. The substantial tumor-promoting or tumor-suppressing effects exerted by innate host factors suggests that features of benign tissues could allow the behavior of tumor growth to be predicted. To support this hypothesis, influential biochemical or tissue variations must occur and must exhibit measurable characteristics. While variations in immune effectors and hormone levels represent likely influences on prostate carcinogenesis in these model systems, differences intrinsic to the prostate gland could also account for tumor incidence rates between strains. One measurement of phenotypic potential involves the identification and quantification of cellular gene transcription.

To date, global analyses of gene expression in the normal prostate gland of mouse strains have not been reported. In this study, we used microarray analysis to profile prostate gene expression across five inbred mouse strains commonly used for modeling prostate development and carcinogenesis. We found substantial strain-dependent differences in prostate transcript expression patterns, including several genes implicated in prostate cancer development and progression. Analyses of these strain-variable genes in the human prostate enabled the determination of associations between transcript expression levels and phenotypes of prostate cancer, such as tumor grade. The results indicate that variables in prostate gene expression present prior to cancer initiation could modify tumorigenesis.

## Results and discussion

### Determination of strain-specific differences in mouse prostate gene expression

Several studies have demonstrated the influence of genetic background on the development and progression of prostate cancer in rodents. Using a genetically engineered mouse model driving SV40T antigen expression in the prostate gland, designated TRAMP, Gingrich *et al*. [14] determined that prostate tumors arising in a mixed C57BL/6 × FVB background display reduced latency, increased primary tumor growth and enhanced metastatic progression when compared to tumor development in a pure C57BL/6 background. A recent study of *Pten *deficient mice reported a critical role for genetic background that influenced the onset, tumor spectrum, and progression rates for cancers that included prostate carcinoma [15]. Strain-specific effects have also been observed in mice with inactivation of the prostate-specific *Nkx3.1 *homeobox gene: the occurrence of intraepithelial neoplasia was more frequent in C57BL/6 and FVB/N strains than in the 129/SvImJ background (Cory Abate-Shen, personal communication). Genetic background has also been reported to influence transgenic models of rat prostate carcinogenesis, with cancer incidence rates ranging from 0% to 83%, depending on strain background [11].

To ascertain the extent of gene expression variability in the normal prostate arising in the context of different genetic backgrounds, we used cDNA microarray analysis to measure transcript abundance levels for approximately 8,300 genes in the prostate glands of five frequently studied strains of *Mus musculus*; C57BL/6, 129X1/Sv, BALB/c, FVB/N and DBA/2. 

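Transcript levels were compared in 20 prostate samples, 4 from each of the inbred mouse strains C57BL/6, 129X1/Sv, FVB/N, BALB/c and DBA/2. Each sample was a pool of RNA from 3 mice aged 8 to 9 weeks and held the dorsal, lateral, ventral and anterior lobes, so that 12 mice stood behind each strain and 60 behind the comparison. Amplified RNA of each pool was hybridized on a cDNA array together with a common reference, each in its own dye. In every strain 2 pools were labelled with Cy3 and 2 with Cy5. Pools 1 and 4 carried Cy3 in C57BL/6, FVB/N, BALB/c and DBA/2, whereas pools 2 and 3 carried it in 129X1/Sv. The authors subtracted the local background of each spot, took the log2 ratio of sample over reference and normalized each array by print-tip loess. Those deposited log2 ratios are the values analysed here, and the spot intensities, with the removal of low-abundance spots that the methods describe, are not used here. Of 11552 array elements, the spots of the arrays, 10998 to 11251 had a value on each array, and the median ratio of an array lay between -0.01 (129X1/Sv pool 3) and 0.02 (129X1/Sv pool 4). The median absolute deviation of an array was 0.29 to 0.44 in 129X1/Sv, 0.19 to 0.28 in C57BL/6, 0.19 to 0.29 in FVB/N, 0.18 to 0.25 in BALB/c and 0.16 to 0.21 in DBA/2. Across elements, which are not independent replicates, arrays of the same strain had a median Pearson correlation of 0.471 where the sample carried the same dye and 0.187 (lowest -0.147) where it carried the opposite dye, and no array was turned. Elements with at most 3 missing values and at least 2 values in every strain were tested, 11159 in all. Genes were named through the 8050 elements with a single gene symbol, which gave 5820 named genes among the elements tested. A gene with several elements is represented by the element with the fewest missing values. Strains were compared with limma on the log2 ratios, by a moderated F test over the 5 strain means at an adjusted p of at most 0.1, and by differences between strains at an adjusted p under 0.05. Each adjusted p is a Benjamini-Hochberg value over all elements tested, and the number of arrays limits the precision.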

Four biological replicates consisting of tissues pooled from groups of three individuals were generated to facilitate statistical analyses and control for individual variability (Figure 1). We employed a common reference pool design to control for technical differences in array construction and hybridization. The transcript level of each gene was measured as the ratio of the intensity of hybridization signal for a strain-specific experiment relative to that for the reference pool.

**Figure 1:**
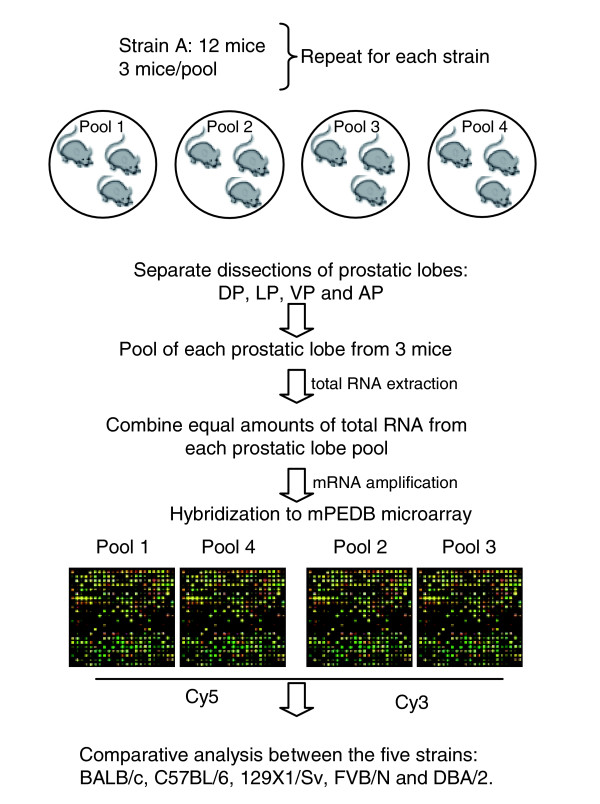
Experimental design. Prostates from 12 mice from each of 5 strains of *Mus musculus *(C57BL/6, 129X1/Sv, BALB/c, FVB/N and DBA/2) were resected and individual lobes were dissected: DP, dorsal prostate; LP, lateral prostate; VP, ventral prostate; AP, anterior prostate. Each experimental sample represents a pool of equal amounts of RNA for each prostatic lobe from three animals. Four independent experimental samples were created per strain: 12 mice divided into 4 pools of 3 mice each for a total of 4 microarray experiments per strain. Amplified RNA from each experimental sample was hybridized against a reference pool onto custom mouse prostate cDNA microarrays using alternate dye-labeling to account for dye-specific effects.

To determine the extent and magnitude of prostate gene expression variation between strains, we generated a one-way ANOVA table for each gene and compared the within-strain mean square (intra-strain replicates) to the between-strain mean square. 

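Seminal vesicle secretory genes and a few transcription factor genes varied the most between pools of the same strain. The within-strain SD on the log2 scale was 2.36 for Svs2 and 1.82 for Svs5, which encode secreted proteins of the seminal vesicle. It was 2.04 for Sox17, 1.89 for Six5 and 1.80 for Gata4, which encode transcription factors and were chosen after their values were seen. Sox17 and Gata4 were higher by 2.87 and 2.27 on arrays with the sample in Cy5 than on arrays with it in Cy3 (adjusted p = 0.00132 and 0.00811 from limma). This difference was largest in 129X1/Sv, at 5.85 for Sox17 and 6.22 for Gata4. In the other strains it ran from 1.29 to 2.98 for Sox17 and from 0.59 to 3.43 for Gata4. The median within-strain SD of an element was 0.30 in 129X1/Sv, 0.18 in C57BL/6, 0.17 in FVB/N, 0.17 in BALB/c and 0.15 in DBA/2. Over the 20 arrays the median SD of an element was 0.24, 92.6% of elements had an SD under 0.5 and 146 elements had an SD above 1. The median mean square was 0.0664 between strains and 0.0500 within strains, and the 95th percentiles were 0.578 and 0.255. The between-strain mean square exceeded the within-strain one for 6598 elements (59.1%), and it was more than 10 times as large for 452. A within-strain SD above 1 was found for 116 elements (1.04%).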

As expected, the vast majority of genes exhibited low variance across the 20 array experiments. Furthermore, few differences were observed in the intra-strain comparisons, a result likely influenced by the pooling of samples to minimize the contribution of any individual mouse. However, comparisons of gene expression between strains identified substantial reproducible differences in the expression of many genes (range from 1.3 to 190-fold; Figure 2a). 

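The seminal vesicle secretory genes Svs2, Svs5 and Pate4 were among the widest differences between strains, all with their highest level in BALB/c. For these genes seminal vesicle tissue carried over at dissection could not be told apart from a strain difference. The highest strain mean was 190-fold above the lowest for Svs2, 102-fold for Svs5 and 25.6-fold for Pate4 (adjusted p = 0.00633, 0.00362 and 0.00125 from limma, n = 4 pools per strain). Vnn1, which encodes a pantetheinase, differed 21.8-fold, from -3.07 ± 0.42 (SD, n = 4) in 129X1/Sv to 1.38 ± 0.56 (SD, n = 4) in BALB/c (adjusted p = 2.17e-09 from limma), and H2-Ea, the alpha chain of an MHC class II molecule, differed 26.9-fold. Enzymes of xenobiotic metabolism were also among the 20 genes with the largest differences: the glutathione transferase Mgst1 differed 9.57-fold, and the cytochromes P450 Cyp2b9 and Cyp2b10 differed 10.6-fold and 7.39-fold, both lowest in 129X1/Sv. The collagenase gene Mmp13 differed 9.54-fold, from -1.89 ± 0.16 (SD, n = 4) in FVB/N to 1.36 ± 0.15 (SD, n = 4) in DBA/2. Ly6e, which encodes a membrane-anchored protein of leukocytes and epithelia, and the small nucleolar RNA host gene Snhg11 were lowest in BALB/c and differed 15.6-fold and 13.3-fold; another element of Ly6e differed more, from -4.21 in BALB/c to 1.01 in DBA/2, or by 5.22 on the log2 scale against 3.97 (adjusted p = 4.86e-15 from limma). Pate14 was lowest in DBA/2 and differed 19.7-fold, by 4.3 on the log2 scale and by 3.62 in another element. The others of the 20 were Gm7714 (15.5-fold), the protease inhibitor gene Spink8 (10.3-fold), the kinetochore gene Mis12 (9.77-fold), the epidermal barrier gene Sprr2a1 (9.48-fold), the Golgi GTPase gene Rab6a (8.42-fold), Ms4a5 (6.95-fold), Tshz2 (45.5-fold) and Smpd1 (39.0-fold). The Tshz2 element followed Svs2, whereas the other elements of Tshz2 did not pass the test (adjusted p = 0.457 and 0.84 from limma). The Smpd1 element is numbered next to that of Svs5 on the array, and the Pate4 element (2906) lies near that of Svs2 (2903). Deviations from the strain means had a median correlation of 0.269 between neighbouring elements and 0.00349 between random elements. Whether position on the array contributed to the values of Smpd1 or Pate4 was not tested. Over all elements past the test the difference between the highest and lowest strain mean ran from 1.23-fold to 197-fold, with a median of 1.65-fold, and the largest came from a further element of Svs2.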

We used significance analysis of microarrays (SAM) procedures and applied a multiclass response *t*-test to identify genes whose expression in one strain significantly differed from the other four strains. 

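Some genes of glutathione metabolism and oxidant defence, some androgen-regulated genes and some genes of the cell cycle differed among the strains, as did members of other lists. Of 22 measured genes of glutathione and oxidant defence, 10 passed the limma F test over the 5 strains (16 when adjusted over the list alone); Gsto1, an omega-class glutathione transferase, differed 5.01-fold (adjusted p = 4.07e-10 from limma). Of 14 androgen-regulated genes 8 passed (9 when adjusted over the list alone). Of 25 genes of the cell cycle and DNA replication 8 passed (11), and of 17 prostate and seminal vesicle secretory proteins 7 did (10). Of 7 genes on a list of polyamine synthesis and turnover, which counts in the spermine binding protein gene Sbp, 4 passed (4). Of 33 ribosomal protein genes 1 passed (0 when adjusted over the list alone), and of 23 ER chaperones and secretory pathway genes 1 passed (0). None of 14 interferon-stimulated genes passed the limma test, with 2 at an unadjusted p under 0.05. Of markers of cell types, 3 of 5 for adipose tissue (4 when adjusted over the list alone), 3 of 8 for seminal vesicle (5), 3 of 10 for skeletal muscle (3), 2 of 7 for macrophages and leukocytes (4), 5 of 21 for fibroblasts and matrix (8) and 2 of 11 for luminal epithelium (2) passed, whereas none of 12 for smooth muscle (0), 7 for endothelium (3) and 6 for neurons (0) did. Among all named genes 725 of 5820 (12.5%) passed, and the lists were not tested against this share. In total 1258 of 11159 elements (11.3%) passed, 287 of them without a gene name here. With each array weighted by its estimated precision 1927 elements passed, and with the 10 arrays of a single dye 766 (Cy3) or 297 (Cy5) did, all settings chosen after seeing the data.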

Approximately 13% of the genes (932 genes) exhibited significant differential expression given a moderate estimate of false positive differences of 10%. 

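Each strain had genes of its own whose 4 pools all lay above or all below the 16 pools of the other strains. C57BL/6 was high in Slc6a2, the noradrenaline transporter, by 2.28 on the log2 scale (standard error 0.16, adjusted p = 2e-08 from limma), in 2210407C18Rik by 2.35, in Sprr2a1 by 2.06, in the securin gene Pttg1 by 1.58 and in Azgp1, a secreted lipid-mobilizing protein, by 1.36. It was low in Crip1, which differed from the mean of the other strains by -1.48, in Tmem229a (-1.31), in the actin regulator Cap1 (-1.28), in Olfr1372-ps1 (-1.05) and in Oip5os1 (-1.02). 129X1/Sv was high in the hydrolase gene Cmbl by 2.00 (standard error 0.14, adjusted p = 2.36e-08 from limma), in Ms4a5 by 1.81, in the matrilysin gene Mmp7 by 1.80 and in Dynlt1b and Olfm1 by 1.41 each, and low in Cyp2b10 (-2.19), 9530053A07Rik (-1.79), the deadenylase gene Noct (-1.50), Tulp2 (-1.44) and Ppp3cc (-1.10, but -0.55 without 129X1/Sv pool 3). FVB/N was high in Rnf225 by 1.52 (standard error 0.12, adjusted p = 1.33e-07 from limma), in Cyp2b10 by 1.42, in the coagulation inhibitor gene Tfpi by 0.91, in the mitochondrial mutase gene Mmut by 0.88 and in 1700010B08Rik by 0.77, and low in the MHC class II gene H2-Eb1 (-1.91), Sec22b (-1.33), Dynlt1b (-1.31), D3Ertd751e (-1.27) and the collagen gene Col6a3 (-1.26). BALB/c was high in Svs2 by 6.33 (standard error 1.17, adjusted p = 0.0035 from limma), in Svs5 by 5.13, in Pate4 by 3.82 and, by the elements that follow Svs2, in Tshz2 by 4.73 and in Smpd1 by 4.52, and low in Ly6e by -3.30 (standard error 0.14, adjusted p = 8.13e-12 from limma), Arl2bp (-2.04), Snhg11 (-2.01), 9530003J23Rik (-1.38) and Smgc (-1.30). DBA/2 was high in Gm7714 by 2.76, in Snhg11 by 2.66, in Mmp13 by 2.64 (standard error 0.18, adjusted p = 1.18e-08 from limma), in Ly6e by 1.66 and in the cystine transporter gene Slc7a11 by 1.65, and low in Pate14 (-3.14), Fam199x (-2.26), Gramd3 (-1.78), Tceanc2 (-1.60) and Gsto1 (-1.41). Further elements of Sec22b (adjusted p = 0.926 from limma), Dynlt1b (0.391), 9530053A07Rik (0.931) and Gramd3 (0.951) did not pass the test over the strains. Another element of Dynlt1b passed (9.72e-04), also highest in 129X1/Sv and lowest in FVB/N. Other elements of 9530053A07Rik passed too (0.0328 and 0.0412), also lowest in 129X1/Sv. Another element of Sec22b was highest in FVB/N (0.0793), and Sec22b lost its call with its elements averaged (0.157). Mmut lost its call without FVB/N pool 2, 3 or 4 (adjusted p = 0.0664, 0.0907 and 0.0753 from limma). Against the mean of the other strains, 198 elements were higher and 161 lower in C57BL/6, 330 and 306 in 129X1/Sv, 136 and 149 in FVB/N, 102 and 125 in BALB/c, and 122 and 97 in DBA/2 at an adjusted p under 0.05 from limma. The pools did not overlap for 92, 126, 71, 54 and 65 of them; chance gives 0.0413% where no strain differs, but these elements had already passed the test, so that their number is a description and not a further test. Of the 1258 elements that differed over the 5 strains, 626 passed this comparison in a single strain, 225 in 2 strains, 92 in 3, 34 in 4, 26 in 5 and 255 in no strain. The highest mean lay in C57BL/6 for 290 of them, in 129X1/Sv for 341, in FVB/N for 237, in BALB/c for 199 and in DBA/2 for 191. The number of elements apart from the mean of the other strains changed with single pools left out. For C57BL/6 it was 225 without its pool 1. For FVB/N it was 185 and 171 without its pools 2 and 4 and 440 without 129X1/Sv pool 4. For DBA/2 it was 138 without its pool 2 and 343 without 129X1/Sv pool 4. With the arrays scaled to the same spread the counts against the other strains were 231 in 129X1/Sv, 441 in FVB/N, 372 in BALB/c and 509 in DBA/2.

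**Figure D1:**
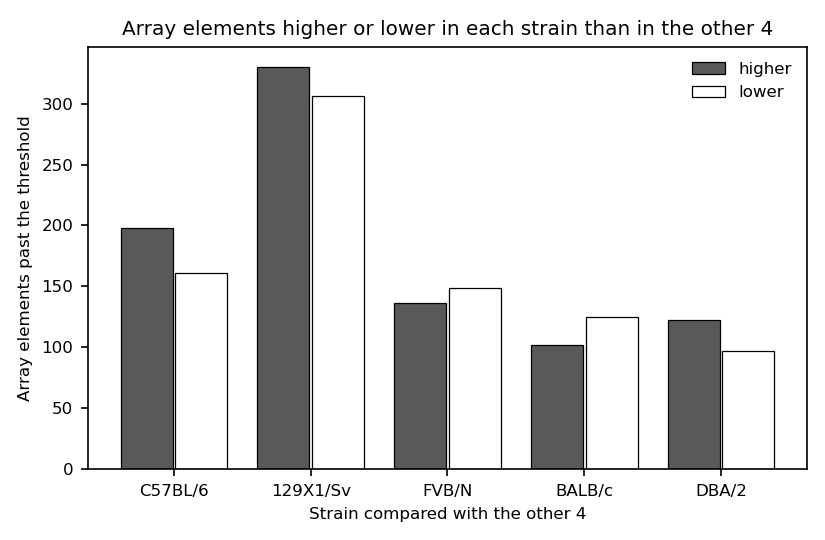
Number of array elements higher (dark bars) or lower (white bars) in each strain than in the mean of the other 4 strains at an adjusted p under 0.05 from limma, from 4 arrays per strain. The bars are largest for 129X1/Sv, with 330 elements higher and 306 lower.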

The heat map revealed that the pattern of variability in transcript levels did not result from variations unique to a particular strain, but rather represents genetic variability across all five strains assessed (Figure 2b).

**Figure 2:**
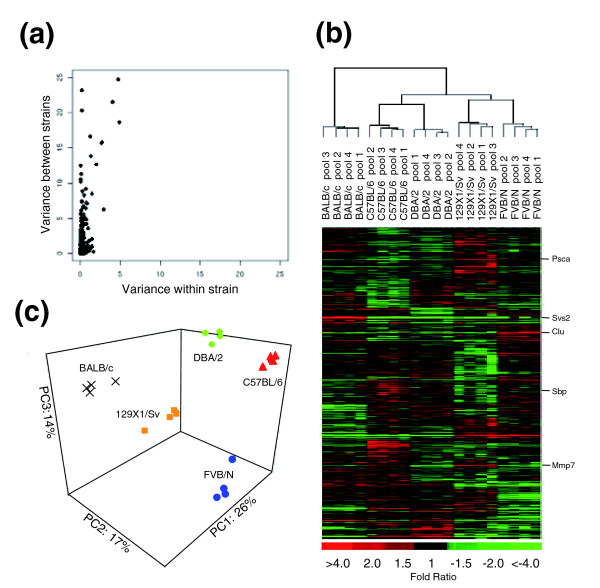
Prostate gene expression differences among strains. **(a) **Scatter plot of variance in gene expression levels between strains and within strains. **(b) **Average-linkage hierarchical clustering for the 932 differentially expressed genes among the five mouse strains (FDR <10%). Heat map colors reflect fold ratio values between sample and reference pool and mean-centered across samples. Columns represent biological replicates for each strain. Rows represent individual genes. Values shown in red are relatively larger than the overall mean; values shown in green are relatively smaller than the overall mean (see scale). Genes whose expression changes were confirmed by qRT-PCR, western blot or immunohistochemistry are listed. **(c) **Separation of the five strains in three-dimensional principal component space by applying PCA to the 932 genes with strain variance.

To explore the relationships between strains, we performed average linkage hierarchical clustering using all the genes (data not shown) and then using only the 932 genes that were differentially expressed between strains as determined by the SAM analysis (Figure 2b). The resulting dendrograms are identical, indicating that strain specific variation is not entirely explained by a small number of genes exhibiting large changes in gene expression. 

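Arrays of each of the 5 strains formed a branch of their own when the 1221 complete elements that differed among strains were clustered by average linkage on 1 minus the Pearson correlation. These elements had been chosen for differing among the same strains, so that the grouping is no independent evidence. Over all 10729 complete elements the arrays of C57BL/6, BALB/c and DBA/2 each formed a branch of their own. In that tree 1 array of 129X1/Sv joined the branch of C57BL/6 and DBA/2, and its other 3 arrays joined those of FVB/N. The C57BL/6 and DBA/2 arrays shared a branch in both trees. With the difference between dyes removed from each element, a setting chosen after seeing the data, the tree over all elements also had 5 branches of 1 strain each. From like dendrograms with all genes and with the differing genes, the paper concludes that strain-specific variation does not rest entirely on a few genes with large changes.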

The expression patterns derived from prostates of the same strain are highly concordant and produce a consistent grouping of samples according to their strain of origin (Figure 2b). 

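DBA/2 arrays were the most alike, with a mean Pearson correlation between pools of 0.870 (range 0.808 to 0.938) over the elements that differed among strains. The mean was 0.803 (0.714 to 0.879) in C57BL/6, 0.797 (0.718 to 0.826) in BALB/c, 0.698 (0.548 to 0.836) in 129X1/Sv and 0.689 (0.538 to 0.825) in FVB/N. Over all elements the same means were 0.509 in DBA/2, 0.401 in C57BL/6, 0.311 in BALB/c, 0.306 in FVB/N and 0.104 in 129X1/Sv. These correlations run across elements, which are not independent replicates.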

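Between strains, C57BL/6 and DBA/2 had the highest mean correlation of arrays over the differing elements, 0.359, and joined each other first. BALB/c correlated below 0 with every other strain, at -0.234 with C57BL/6, -0.282 with 129X1/Sv, -0.199 with FVB/N and -0.279 with DBA/2, and stood alone in the tree. 129X1/Sv had mean correlations of 0.221 with DBA/2, 0.188 with FVB/N and 0.167 with C57BL/6, and it joined the branch of C57BL/6 and DBA/2, with FVB/N as a branch of its own. With Euclidean distance, FVB/N joined BALB/c and 129X1/Sv stood alone. 129X1/Sv and FVB/N shared a branch over all elements once the difference between dyes was removed.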

Overall, the samples are divided into three major branches: branch I is represented by BALB/c; branch II is represented by C57BL/6 and DBA/2; and branch III is represented by 129X1/Sv and FVB/N. Furthermore, within each branch, sub-branches clearly grouped pools according to strain.

In order to further characterize the relationship between strains, we performed principal components analysis (PCA) using the 932 differentially expressed genes (Figure 2c). The first four components explained 70% of the total variance. 

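Svs2 and the genes that varied with it set BALB/c apart on the first component of the 1258 differing elements, which held 33.2% of the variance. By the element that represents each gene, Svs2 gave 10.0% of its squared loadings (4 other Svs2 elements that passed are not counted in this), Svs5 6.32%, the Tshz2 and Smpd1 elements that followed Svs2 4.85% and 4.22%, Pate4 3.07% and Vnn1 2.37%. BALB/c arrays scored 18.1 ± 0.68 (SD, n = 4) on it, FVB/N 3.03 ± 5.61, C57BL/6 -5.49 ± 4.91, DBA/2 -6.81 ± 2.31 and 129X1/Sv -8.79 ± 6.00. The second component (22.3%) placed C57BL/6 (9.93 ± 1.06) and DBA/2 (8.18 ± 0.89) at one end and FVB/N (-6.50 ± 0.92) and 129X1/Sv (-12.7 ± 2.18) at the other, and its leading genes were Mis12, Mgst1 and Rab6a with 2.16%, 2.04% and 1.92% of the squared loadings. On the third (14.2%), led by H2-Ea with 5.25%, DBA/2 scored 9.22 ± 0.95 and C57BL/6 -8.62 ± 0.98. On the fourth (11.7%), led by Cyp2b9 with 1.94%, 129X1/Sv scored 5.74 ± 0.52 and FVB/N -9.32 ± 0.35. Together these 4 components held 81.5% of the variance, and 71.3% with each element scaled to unit variance.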

As expected, each of these informative components identified a subset of genes that discriminated between at least two of the strains. Taken together, these results show that strain-specific variation results from the differential expression of large numbers of genes and that this signal is stronger than the within-strain variability when using sample pools.

Among the expressed genes, those encoding pituitary tumor-transforming 1 (*Pttg1) *and adenylate cyclase-associated protein 1 (*Cap1) *were found to be differentially expressed between prostates of C57BL/6 and 129X1/Sv strains. 

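Pttg1, which encodes securin, an inhibitor of sister chromatid separation, was higher in C57BL/6 than in 129X1/Sv prostates, and Cap1, which encodes an actin-regulating protein, was lower. Pttg1 averaged 1.16 ± 0.23 (SD, n = 4 pools) in C57BL/6 and -0.64 ± 0.24 (SD, n = 4) in 129X1/Sv, a difference of 1.80 on the log2 scale or 3.49-fold (standard error 0.17, adjusted p = 0.00105 from limma on the 8 arrays of both strains). Its means in the other strains were -0.34 in FVB/N, -0.52 in BALB/c and -0.19 in DBA/2, and another element of Pttg1 averaged 1.37 in C57BL/6 and -1.12 in 129X1/Sv, a larger difference of 2.48 (adjusted p = 2.17e-09 from limma over the 5 strains). Cap1 averaged -1.09 ± 0.16 (SD, n = 4) in C57BL/6 and 0.42 ± 0.07 (SD, n = 4) in 129X1/Sv, a difference of -1.51 or 2.85-fold (standard error 0.13, adjusted p = 5.35e-04 from limma). In FVB/N, BALB/c and DBA/2 it lay between 0.07 and 0.14. No pool of C57BL/6 overlapped a pool of 129X1/Sv for either gene, which chance gives for 2.86% of elements.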

Previous studies have found concordant strain-dependent differences in the expression of these genes in other mouse tissues [16]. Transcripts encoding several members of the histocompatibility complex also exhibited strain-dependent differences. Relative to other strains, H2-Ea is expressed highly in prostates of DBA/2 and BALB/c mice; H2-k is expressed highly in 129X1/Sv and C57BL/6; H2-Q1 is expressed highly in 129X1/Sv, FVB/N and C57BL/6; and transcripts encoding H2-D1 were least abundant in the C57BL/6 strain. 

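H2-Ea, the alpha chain of an MHC class II molecule, was high in BALB/c and DBA/2 and low in the other strains, and H2-Q1, a class I gene, ran the other way. H2-Ea averaged 1.19 ± 0.40 (SD, n = 4 pools) in DBA/2 and 1.17 ± 0.17 in BALB/c, against -2.57 ± 0.45 in FVB/N, -3.27 ± 0.31 in 129X1/Sv and -3.56 ± 0.46 in C57BL/6 (adjusted p = 1.12e-11 from limma over the 5 strains). H2-Q1 averaged 0.52 ± 0.17 in 129X1/Sv, 0.38 ± 0.15 in C57BL/6 and 0.36 ± 0.07 in FVB/N, and -0.57 ± 0.32 in DBA/2 and -0.90 ± 0.29 in BALB/c (adjusted p = 2.02e-06 from limma). H2-Eb1, the beta chain of the class II molecule that H2-Ea belongs to, was low in FVB/N alone, at -1.72 ± 0.24, with means between 0.06 and 0.29 in the other strains (adjusted p = 6.14e-08 from limma). H2-Ob, another class II gene, did not pass the test (adjusted p = 0.627 from limma). No element carries the symbol of H2-K1 or H2-D1 alone, and neither gene is analysed here.

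**Figure D2:**
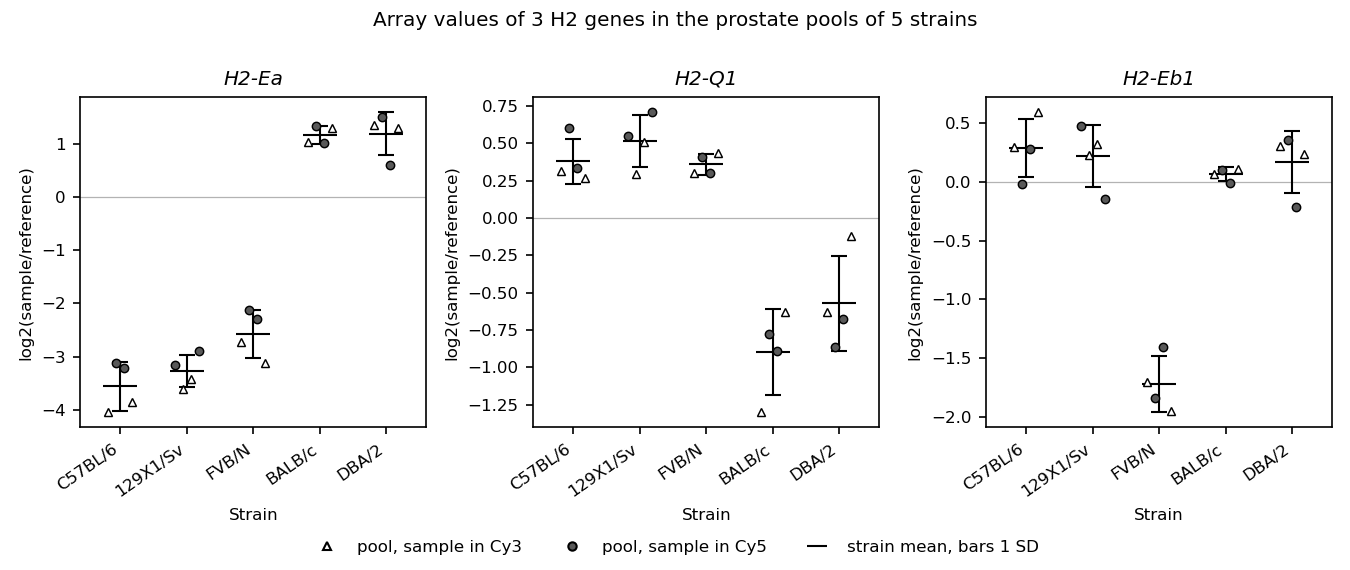
Log2 ratio of sample over reference for H2-Ea, H2-Q1 and H2-Eb1 in each of the 4 pools of 5 strains; triangles are pools with the sample in Cy3, circles those with it in Cy5, and the lines give the mean with bars of 1 SD. H2-Ea lies above 1 on average in BALB/c and DBA/2 and at -2.57 or below in the other strains, and H2-Eb1 is low in FVB/N.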

Interestingly, the pattern of expression of this gene family did not correlate with the known H2 haplotypes of the strains, a finding also reported in a study evaluating strain-specific gene expression variation in the mouse hippocampus [17].

To identify differentially expressed genes unique to individual strains, we performed a pair-wise comparison of transcript abundance levels between each strain for a total of 10 pair-wise comparisons. The number of genes found to be differentially expressed between any two strains varied depending on the strains compared (Table 1). 

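In the pairwise comparisons H2-Ea set both BALB/c and DBA/2 apart from the other strains, and Svs2 set BALB/c apart from 129X1/Sv and DBA/2. H2-Ea differed by -4.75 (standard error 0.24) between C57BL/6 and DBA/2, by -4.46 (0.23) between 129X1/Sv and DBA/2, by -4.44 (0.18) between 129X1/Sv and BALB/c and by -3.74 (0.20) between FVB/N and BALB/c on the log2 scale, the first strain minus the second (adjusted p = 8.62e-06, 3.22e-05, 2.64e-06 and 1.09e-06 from limma on the 8 arrays of each pair). Svs2 was higher in BALB/c than in DBA/2 by 7.57 (standard error 0.60, adjusted p = 2.5e-05 from limma), and Ly6e and Snhg11 were lower there, at -3.97 and -3.73 (adjusted p = 1.51e-07 and 7.95e-08 from limma). Against 129X1/Sv the difference of Svs2 was -7.22 (standard error 1.19, adjusted p = 0.0211 from limma), a call lost without 129X1/Sv pools 1 and 3 (adjusted p = 0.0724 and 0.0638), without BALB/c pools 1, 2, 3 and 4 (0.0912, 0.0809, 0.0793 and 0.0815) and with a robust estimate of the spread (0.1). Between C57BL/6 and 129X1/Sv the Golgi gene Rab6a differed by 3.01 (standard error 0.36), the kinetochore gene Mis12 by 2.93 (0.16) and Mgst1 by -2.97 (0.25), with adjusted p = 0.00342, 2.53e-05 and 4.67e-04 from limma. Between C57BL/6 and DBA/2 Pate14 differed by 4.3 (0.28) and Gm7714 by -3.95 (0.48), with adjusted p = 2.15e-05 and 0.00118 from limma. Between FVB/N and BALB/c Spink8 differed by -3.37 (0.14) and Mgst1 by 3.26 (0.13), with adjusted p = 1.21e-07 and 1.08e-07 from limma. At an adjusted p under 0.05 from limma, 145 elements differed between C57BL/6 and 129X1/Sv, 334 between C57BL/6 and DBA/2, 99 between 129X1/Sv and BALB/c, 135 between 129X1/Sv and DBA/2, 269 between FVB/N and BALB/c and 382 between BALB/c and DBA/2. The pools of both strains did not overlap for 145, 333, 99, 135, 269 and 380 of them. The count between C57BL/6 and 129X1/Sv was 73, 69, 80 and 79 without C57BL/6 pools 1, 2, 3 and 4, and 85 and 226 without 129X1/Sv pools 2 and 4. That between C57BL/6 and DBA/2 was 217 and 220 without DBA/2 pools 2 and 4, that between 129X1/Sv and BALB/c was 60, 60 and 62 without BALB/c pools 1, 2 and 4, and that between 129X1/Sv and DBA/2 was 209 without 129X1/Sv pool 4 and 71, 68, 74 and 71 without DBA/2 pools 1, 2, 3 and 4. Between BALB/c and DBA/2 it was 234 and 219 without BALB/c pools 2 and 4, and 195 and 242 without DBA/2 pools 2 and 3. Other ways of counting moved these numbers further. With all 20 arrays in 1 fit C57BL/6 and 129X1/Sv had 608 elements, 129X1/Sv and BALB/c 368 and 129X1/Sv and DBA/2 385. In the same fit BALB/c and DBA/2 had 210. With SAM the first 3 of these pairs had 238, 182 and 264, and FVB/N and BALB/c had 457. With a t-test without moderation the 6 pairs had 65, 128, 53, 67, 166 and 196. With the dye as a term FVB/N and BALB/c had 430 and BALB/c and DBA/2 had 700.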

Strains 129X1/Sv and FVB/N exhibit the fewest differences in prostate gene expression (88 genes) whereas strains FVB/N and C57BL/6 exhibit the greatest number of transcript abundance differences (237 genes). 

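Vnn1, the cytochromes P450 of the Cyp2b family and Clu, which encodes the secreted chaperone clusterin, were lower in 129X1/Sv than in FVB/N, and Ms4a5 was higher. The difference was -4.01 for Vnn1 (standard error 0.36, 16.1-fold), -3.41 for Cyp2b9 (0.48), -2.88 for Cyp2b10 (0.22), -2.39 for Clu (0.31, 5.25-fold) and 2.80 for Ms4a5 (0.28), with adjusted p = 0.00185, 0.0105, 0.00121, 0.00671 and 0.00268 from limma. These 5 calls held with any 1 pool left out. In all 87 elements differed between these strains, 52 higher and 35 lower in 129X1/Sv. Between FVB/N and C57BL/6 349 elements differed. FVB/N and DBA/2 had 416, the largest count of the 10 pairs; there FVB/N was lower in H2-Ea by -3.76 (standard error 0.24), in Mmp13 by -3.25 (0.11), in Mis12 by -3.16 (0.16) and in Spink8 by -2.98 (0.13), and higher in Vnn1 by 3.46 (0.30) and in Clu by 2.71 (0.30), with adjusted p = 4.97e-06, 1.09e-07, 7.31e-07, 2.74e-07, 5.97e-05 and 3.99e-04 from limma. The median difference of the elements past the test was 2.39-fold between 129X1/Sv and FVB/N, 1.75-fold between C57BL/6 and FVB/N and 1.65-fold between FVB/N and DBA/2. The pools of both strains did not overlap for 87, 344 and 411 elements of these pairs. The count between 129X1/Sv and FVB/N was 37, 52, 53 and 40 without FVB/N pools 1, 2, 3 and 4 and 154 without 129X1/Sv pool 4. That between C57BL/6 and FVB/N was 231 without C57BL/6 pool 1 and 228 and 220 without FVB/N pools 3 and 4, and that between FVB/N and DBA/2 was 253 without DBA/2 pool 2 and 719 with the dye as a term. With all 20 arrays in 1 fit 129X1/Sv and FVB/N had 394 elements. With SAM this pair had 183 and FVB/N and DBA/2 had 697. With a t-test without moderation C57BL/6 and FVB/N had 169 and FVB/N and DBA/2 had 201. Counted as named genes, BALB/c and DBA/2 had the most (225), followed by FVB/N and DBA/2 (212).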

Analyses of the promoter regions of these strain-variable genes did not identify sequence motifs that would suggest common regulatory mechanisms.

**Table 1:** Pairwise comparisons of mouse prostate gene expression between strains of *Mus musculus*

Strain	C57BL/6	129X1/Sv	FVB/N	BALB/c	DBA/2
129X1/Sv	124*	-	88	102	116
FVB/N	237	88	-	172	226
BALB/c	173	102	172	-	196
DBA/2	198	116	226	196	-

*Values represent the number of genes with significant differences in transcript abundance measurements between strains. Significance was defined as a SAM gene-specific q-value less than 0.05.

### Confirmation of strain-dependent differences in prostate gene expression

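Prostate genes of secretion, androgen response and tumour biology were found at different levels among the strains. Azgp1 was highest in C57BL/6, at 0.87 ± 0.16 (SD, n = 4 pools), and lowest in BALB/c, at -0.96 ± 0.16 (SD, n = 4), a 3.57-fold difference (adjusted p = 1.28e-07 from limma over the 5 strains). Odc1, the first enzyme of polyamine synthesis, was highest in C57BL/6 (0.70 ± 0.12) and lowest in DBA/2 (-0.60 ± 0.16), a 2.46-fold difference (adjusted p = 3.12e-06 from limma), whereas the fatty acid binding protein gene Fabp5 was highest in DBA/2 and lowest in C57BL/6 (2.84-fold, adjusted p = 0.00182 from limma). Mgst1 averaged 1.08 ± 0.22 in FVB/N and 0.85 ± 0.25 in 129X1/Sv, and lay at -1.60 or below in the other strains (adjusted p = 7.22e-11 from limma). The growth factor gene Egf averaged 0.41 ± 0.25 in BALB/c and -0.98 ± 0.77 in 129X1/Sv (adjusted p = 3.57e-04 from limma), and the apolipoprotein gene Apod 0.57 ± 0.26 in FVB/N and -0.43 ± 0.24 in DBA/2 (adjusted p = 0.00398 from limma). The chemokine gene Cxcl12 was highest in 129X1/Sv (0.48 ± 0.31) and lowest in C57BL/6 (-0.26 ± 0.20), a 1.67-fold difference (adjusted p = 0.00737 from limma). Highest and lowest strain means differed 6.26-fold for Mmp7, 6.54-fold for Clu, 4.32-fold for Psca and 3.27-fold for Sbp, the spermine binding protein (adjusted p = 6.14e-08, 8.05e-04, 4.28e-05 and 1.03e-04 from limma). For Psca this is 2.11 on the log2 scale and rests on an element with an outlying 129X1/Sv pool 4; 2 other elements of it differed by 2.90 and 3.00 (adjusted p = 5.63e-06 and 6.7e-06 from limma). B2m, the light chain of MHC class I molecules, was lowest in C57BL/6 (-0.60) and highest in FVB/N (0.15) by the element that represents it here, which did not pass the test (adjusted p = 0.182 from limma); its other elements passed (adjusted p = 0.00133 and 0.00762), and it passed with the dye as a term (0.0125).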

Several genes exhibiting strain-dependent differences in prostate expression have been studied in the context of prostate development (for example, *Sbp*), androgen regulation (*Fabp5*, *Odc*), tumorigenesis (for example, *Psca*, *Azgp1*, *Apod*, *Mmp7*, *Egf*, *Mgst1*, *Clusterin*), and the progression of metastatic cancer (*Cxcl12*, *B2m*, H2 family members) [8]. To confirm the microarray results, we selected several of these genes for analysis by quantitative real-time reverse-transcription PCR (qRT-PCR). Primer pairs specific to *Svs2*, *Psca*, *Mmp7*, *Spb *and *Clusterin *were used to quantify transcripts in the same RNA samples used in the microarray experiments (Figure 3a; Figure 4a for clusterin). We measured transcripts encoding the housekeeping gene encoding ribosomal protein S16 to normalize the qRT-PCR data. From the microarray results, S16 expression did not vary significantly between strains.

**Figure 3:**
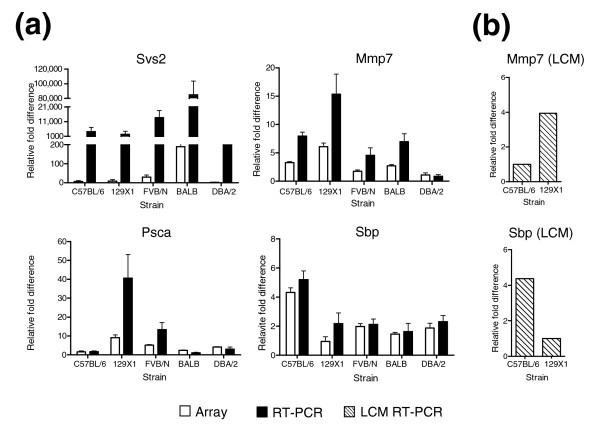
Analysis of strain-dependent differences in prostate gene expression by qRT-PCR. RNAs from preparations used in the **(a) **microarray analysis or **(b) **microdissected epithelium were reverse transcribed and amplified using qRT-PCR with primers specific for *seminal vesicle secretion 2 *(*Svs2*), *matrix metallopeptidase 7 *(*Mmp7*), *prostate stem cell antigen *(*Psca*) and *spermine binding protein *(*Sbp*). Ribosomal protein S16 expression levels were used to normalize qRT-PCR data. Normalized results are expressed relative to the lowest expressing value. Error bars indicate the standard deviation of four biological independent replicates. qRT-PCR for microdissected epithelium is represented by one sample per strain for each gene. White bars denote measurements from the microarray analysis. Black bars denote measurements generated by qRT-PCR from whole prostate. Diagonal lines denote measurements generated by qRT-PCR from microdissected prostate epithelium.

**Figure 4:**
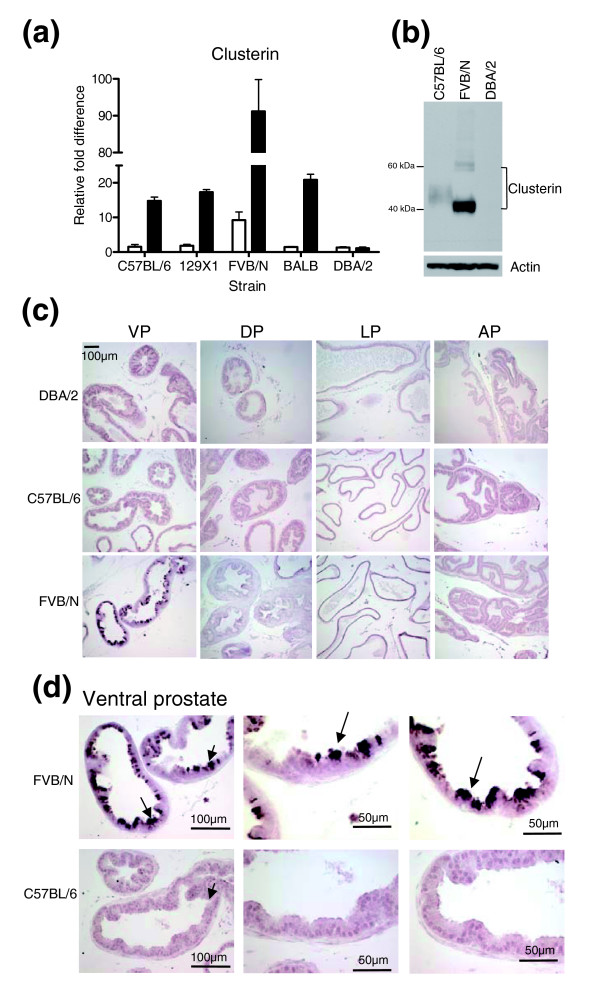
Clusterin is highly expressed in the FVB/N strain. **(a) **qRT-PCR measurement of *Clusterin *RNA in prostate preparations used in microarray analysis. White bars are the data from the microarray experiments and black bars are values generated by qRT-PCR. **(b) **Western blot analysis of clusterin in the ventral prostates of FVB/N, DBA/2 and C57BL/6 mouse strains. Ventral prostate tissue (pool of three ventral prostates per lane/strain) was prepared and equal amounts of protein were resolved by SDS-PAGE and probed with anti-clusterin antibody. Antibody against β-actin was used as a loading control. **(c, d) **Immunohistochemical analysis of paraffin sections from dorsal prostate (DP), lateral prostate (LP), anterior prostate (AP) (c) and ventral prostate (VP) lobes (c, d) of 8-9 week old mice from FVB/N, DBA/2 and C57BL/6 strains. Sections were stained with anti-clusterin antibody. Clusterin immunoreactivity is most intense in the apical region of the secretory epithelial cells from the ventral prostate (arrow).

Overall, the qRT-PCR transcript measurements for the five genes tested were in good agreement with the microarray data, though the magnitude of relative fold differences in the qRT-PCR assay was greater compared to the microarray results. This observation is partly due to intrinsic limitations in the microarray experimental design, where transcript levels were measured as the ratio between an experimental sample (strain sample) relative to that for the reference sample (pool of all strains). 

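On the arrays Svs2 was highest in BALB/c, Psca and Mmp7 in 129X1/Sv and Sbp in C57BL/6. The mean log2 ratio of Svs2 was 1.83 ± 0.51 (SD, n = 4 pools) in BALB/c, -4.78 ± 2.48 in C57BL/6, -5.39 ± 2.95 in 129X1/Sv, -5.74 ± 1.55 in DBA/2 and -2.08 ± 3.22 in FVB/N, where single pools ran from -6.84 to 0.12. Psca, which encodes a cell surface antigen of the prostate, averaged 0.83 ± 0.70 in 129X1/Sv, 0.14 ± 0.14 in FVB/N, -0.23 ± 0.24 in DBA/2, -1.16 ± 0.39 in BALB/c and -1.28 ± 0.35 in C57BL/6. Mmp7 averaged 1.06 ± 0.20 in 129X1/Sv, -0.04 ± 0.17 in C57BL/6, -0.27 ± 0.31 in BALB/c, -1.07 ± 0.41 in FVB/N and -1.59 ± 0.24 in DBA/2, and its difference between 129X1/Sv and DBA/2 had an adjusted p of 5.86e-05 from limma. Sbp averaged 0.77 ± 0.18 in C57BL/6, -0.16 ± 0.30 in FVB/N, -0.30 ± 0.38 in DBA/2, -0.63 ± 0.25 in BALB/c and -0.94 in 129X1/Sv. These values are ratios to a reference that held RNA of all 5 strains.

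**Figure D3:**
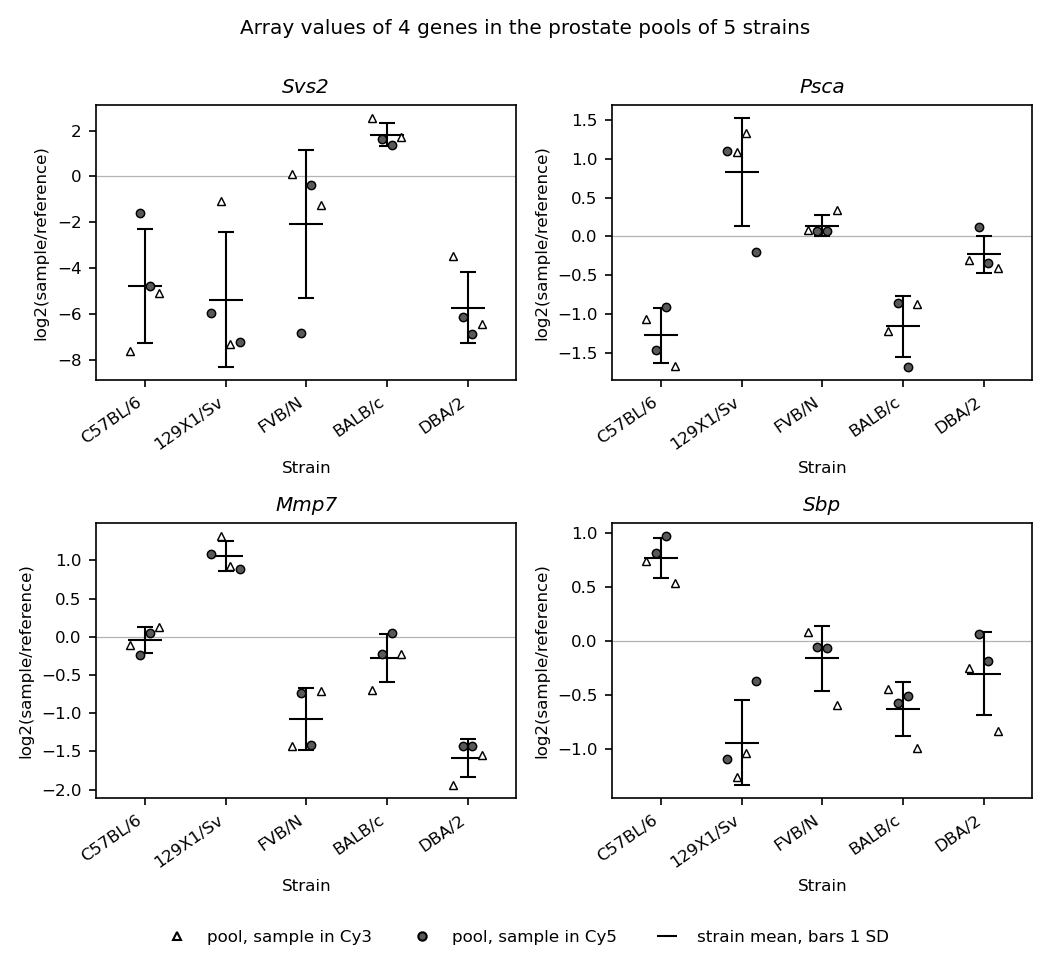
Log2 ratio of sample over reference for Svs2, Psca, Mmp7 and Sbp in each of the 4 pools of 5 strains; triangles are pools with the sample in Cy3, circles those with it in Cy5, and the lines give the mean with bars of 1 SD. The BALB/c pools of Svs2 lie close together, with an SD of 0.51, while those of FVB/N spread widely, with an SD of 3.22.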

The expression of *Mmp7 *varied between 5- and 15-fold between strains with the greatest difference observed in a comparison of 129X1/Sv and DBA/2 mice (Figure 3a). The expression of *Psca *varied up to 40-fold between strains and the expression of *Clusterin *was at least 70-fold greater in the FVB/N mice relative to any other strain.

### Assessments of strain-associated variation in prostate cellular composition and cell type-specific gene expression

We hypothesized that strain-specific disparities in the ratios of cell types within the prostate gland could be reflected as measurable differences in transcript levels. The rodent prostate is composed principally of luminal secretory epithelium, basal epithelium, and a stroma consisting primarily of fibroblasts and smooth muscle, with a smaller component of endothelium, nerve cells, neuroendocrine cells, and inflammatory infiltrates. Since our transcript profiling studies were performed using whole prostates containing mixtures of the various cell types, we could not exclude the possibility that differences in gene expression between strains were a result of differences in cell type ratios between strains. To address this, we performed an *ad hoc *analysis using two prostates per strain, and calculated the percentage of prostate area occupied by stroma and epithelium for each lobe. Based on the estimated effect sizes and the corresponding *p *values, we did not identify significant strain-associated differences in the ratios of cell types between strains (data not shown).

To further confirm that prostate gene expression differences arise from intrinsic genetic variation and not cell ratio effects, we microdissected secretory epithelium from two strains: C57BL/6 and 129X1/Sv. We measured the transcript levels for two genes, *Sbp *and *Mmp7*, that exhibited strain-associated differences in the microarray studies. As shown in Figure 3b, transcript levels of *Mmp7 and Sbp *were four-fold higher and four-fold lower, respectively, in microdissected epithelium from 129X1/Sv relative to C57BL/6. These findings are in agreement with the differences in transcript levels observed for these genes in the analyses of whole prostates from these strains (compare Figures 3a and 3b). Together, these results support the conclusion that differences in prostate gene expression between strains, at least for the genes independently assessed in microdissected epithelium, represent an intrinsic cellular property rather than possible differences in prostatic cell type ratios between strains. Furthermore, the experimental design and microarray methods are capable of identifying transcript abundance differences between strains for genes expressed in a cell type- and lobe-specific manner (for example, *Sbp *[18,19]), even when diluted by mRNAs from all lobes and multiple cell types. However, it is likely that subtle, yet biologically relevant alterations in constituents of the stroma and glandular microenvironment also exist between strains. 

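In whole prostates Mmp7 was higher and Sbp lower in 129X1/Sv than in C57BL/6. For Mmp7, matrilysin, the log2 ratio of C57BL/6 minus that of 129X1/Sv was -1.10 (standard error 0.15, 2.14-fold, adjusted p = 0.00735 from limma on 8 arrays), and with quantile normalization the adjusted p was 0.0604. For Sbp the difference was 1.71 (standard error 0.20, adjusted p = 0.00357 from limma). For both genes every pool of one strain lay beyond every pool of the other. Microdissected epithelium is not analysed here.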

Identifying these differences will likely require detailed cell type-specific assays.

### Strain-associated differences in prostate protein expression

We next sought to determine if strain-associated differences in prostate transcript levels were reflected by concordant differences in protein expression. We chose to evaluate protein levels of clusterin, which is encoded by a gene studied extensively in the context of prostate carcinogenesis and therapy resistance [20-22]. Clusterin, also known as testosterone-repressed prostate message 2 (*TRPM-2*), is of particular interest in view of active efforts to target its expression as a treatment for human prostate cancer [20]. Although the function(s) of clusterin remains somewhat enigmatic, recent studies indicate that antiapoptotic effects are mediated in part through direct interactions with activated Bax [22]. We have previously shown that clusterin expression is increased in tumors developing in mice with a prostate specific deletion of the *Pten *tumor suppressor gene [23]. 

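On average Clu was higher in FVB/N than in each other strain, but the FVB/N pools did not all lie above the pools of the other strains. Its mean log2 ratio was 1.48 ± 0.67 (SD, n = 4 pools) in FVB/N, -0.76 ± 1.21 in C57BL/6, -0.91 ± 0.27 in 129X1/Sv, -1.10 ± 0.37 in BALB/c and -1.23 ± 0.41 in DBA/2. FVB/N exceeded the mean of the other strains by 2.48 (standard error 0.34, 5.58-fold, adjusted p = 1.32e-04 from limma), and C57BL/6, the next highest strain, was below it by -2.23 (standard error 0.52, 4.71-fold, adjusted p = 0.0426 from limma). In C57BL/6 pool 3 lay above its other pools, and without it the difference from FVB/N kept its call. Without another pool that comparison lost its call, with adjusted p = 0.116, 0.117 and 0.103 without C57BL/6 pools 1, 2 and 4 and 0.0955, 0.0802, 0.061 and 0.125 without FVB/N pools 1, 2, 3 and 4, and it lost it with no filter on missing values over all arrays (0.0501), with the arrays scaled (0.06) and with a robust estimate of the spread (0.171). A further element of Clu, which may be a second spot of the same clone and is then no independent measurement, averaged 1.35 in FVB/N and -1.17 in C57BL/6 and passed the test over the 5 strains (adjusted p = 7.07e-07 from limma).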

Microarray hybridization and qRT-PCR quantified clusterin transcripts at levels ten-fold or greater in prostates of FVB/N mice relative to all other strains (Figure 4a). A western blot analysis using ventral prostate protein extracts detected higher clusterin levels in prostates of the FVB/N strain when compared with DBA/2 and C57BL/6 strains (Figure 4b). We next performed immunohistochemistry to determine the cellular localization of clusterin expression. With the exception of the ventral lobe, we did not detect major differences in clusterin expression between mouse strains. However, substantially greater clusterin immunoreactivity was observed in the secretory epithelium of the ventral lobe of the FVB/N strain, relative to any other lobe and all other strains. Staining was particularly intense in the apical region of the epithelium, suggesting that the secretory form of clusterin is the predominant differentially expressed isoform in FVB/N ventral prostate epithelium (Figure 4c,d). Based on these results, we speculate that elevated clusterin levels may contribute to the enhanced rate of prostate tumor development and progression observed in the TRAMP FVB/N genotype.

### Biological pathway analysis of mouse prostate gene expression profiles

The substantial number of genes found to be differentially expressed in the prostates of different mouse strains suggested that specific groups of genes could share common regulatory mechanisms or participate in particular functional pathways. To address this possibility, we focused on differences between the C57BL/6 strain relative to other strains due to the reduced tumorigenicity observed in transgenic mouse prostate cancer models arising in the C57BL/6 background [14,15,24]. We used a method termed 'gene set test' (GST) in BioConductor that is analogous to the recently described gene set enrichment analysis (GSEA) algorithm [25] to determine if genes displaying relative differences in prostates of C57BL/6 mice were enriched in a database of biologically defined gene sets assembled by the Gene Ontology (GO) consortium. 

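C57BL/6 prostates were compared with the mean of the other 4 strains for lists of genes, each tested with camera against all other named genes. Among 20 measured subunits of NADH dehydrogenase (complex I), Ndufa7 was lower in C57BL/6 (-0.39, adjusted p = 0.0205 from limma), and 19 did not pass (0 higher and 2 lower when adjusted over the list alone, 0 and 7 at an unadjusted p under 0.05). The list was lower as a whole, with a median of -0.23 (adjusted p = 7.76e-04 from camera, and adjusted p = 0.33 with an estimated correlation). Of 31 other respiratory chain and ATP synthase subunits Cox4i1 was lower (-0.41, adjusted p = 0.0381), and none was higher (0 and 1 when adjusted over the list alone, 1 and 9 at an unadjusted p under 0.05), and the list was lower with a median of -0.15 (adjusted p = 3.01e-04 from camera, and adjusted p = 0.33 with an estimated correlation). Of 28 phosphoinositide-binding proteins the ceramide transfer protein gene Cert1 was higher (0.36) and the PI3-kinase gene Pik3c2g lower (-1.17), as when adjusted over the list alone, and the list did not differ (adjusted p = 0.422 from camera). Of 7 genes on the list of polyamine synthesis and turnover Odc1 and Sbp were higher, by 1.01 and 1.28, and none was lower. These counts were 2 and 0 when adjusted over the list alone and 3 and 1 at an unadjusted p under 0.05. The list passed (adjusted p = 0.00716 from camera), but it counts in Sbp, a spermine binding protein, and was not tested without it. Of 25 cell cycle and DNA replication genes 5 were higher and none lower, among them Pttg1, the spindle checkpoint kinase gene Bub1b (0.50) and the helicase gene Mcm6 (0.53) (8 and 1 when adjusted over the list alone, 9 and 2 at an unadjusted p under 0.05; adjusted p = 0.00179 from camera, and adjusted p = 0.323 with an estimated correlation). Of 22 genes of glutathione and oxidant defence 2 were higher, with Gsto1 at 1.19, and 3 lower, with Mgst1 at -1.66 and Slc7a11 at -1.35 (2 and 6 when adjusted over the list alone; adjusted p = 0.0153 from camera, and adjusted p = 0.0976 with an estimated correlation). Of 5 adipose markers Fabp4 (-0.63) and Car3 (-0.84) were lower and none was higher (0 and 3 when adjusted over the list alone and at an unadjusted p under 0.05; adjusted p = 8.46e-04 from camera). Of 10 skeletal muscle markers none passed limma's test (0 higher and 3 lower when adjusted over the list alone and also at an unadjusted p under 0.05), and the list was lower with a median of -0.14 (adjusted p = 0.0359 from camera, and adjusted p = 0.407 with an estimated correlation). The call of the glutathione list was lost without C57BL/6 pool 2 (adjusted p = 0.0593 from camera), and that of the skeletal muscle markers without C57BL/6 pool 2 or 4, 129X1/Sv pool 3, FVB/N pool 2, BALB/c pool 4 or DBA/2 pool 1 (adjusted p = 0.163, 0.202, 0.0638, 0.0665, 0.0574 and 0.0577). With geneSetTest in place of camera the adjusted p was 0.224 for the polyamine list in either direction and 0.0543 and 0.569 for the glutathione list and the skeletal muscle markers with both directions mixed, and the latter also lost their call with array weights, chosen after the data were seen (0.307). Of the genes named, Ndufa7 lost its call without C57BL/6 pools 1, 3 and 4 (adjusted p = 0.0585, 0.092 and 0.0736 from limma), Mcm6 without the same pools (0.086, 0.0662 and 0.0778), Car3 without them too (0.175, 0.0823 and 0.142), Bub1b without C57BL/6 pools 3 and 4 (0.0512 and 0.0953) and Fabp4 without C57BL/6 pool 1 (0.0765). Cert1 lost its call without C57BL/6 pools 1, 2, 3 and 4 (0.0881, 0.201, 0.0791 and 0.0711), BALB/c pools 1 and 2 (0.0507 and 0.0541) and DBA/2 pools 2 and 3 (0.0532 and 0.0533). Cox4i1 did without C57BL/6 pools 2, 3 and 4 (0.229, 0.124 and 0.0901), FVB/N pools 2, 3 and 4 (0.0521, 0.0507 and 0.0516), BALB/c pools 1, 2 and 4 (0.0551, 0.0588 and 0.0524) and DBA/2 pools 2 and 4 (0.053 and 0.0565).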

Only three of 258 gene sets, NADH dehydrogenase activity, NADH dehydrogenase (ubiquinone) activity, and phosphoinositide binding were statistically enriched in the C57BL/6 prostates (false discovery rate (FDR) ≤25%). While specific components of these pathways or networks could represent modifiers of the cancer phenotype, the results also suggest that influential genetic variation is broadly dispersed across functional biological pathways. This conclusion is tempered by acknowledged limitations to these studies that include the imperfect nature of algorithms used to determine gene enrichment and the fact that transcript measurements do not reflect the complete picture of biological pathways and networks.

### Gene expression variability in the human prostate: correlations with cancer phenotype

Having established that consistent measurable differences in murine prostate gene expression occur in the context of genetic background, we next sought to determine if the orthologous genes were also variable in the human prostate, and whether the underlying normal gene expression levels, potentially representing quantitative traits, associate with aspects of human prostate carcinogenesis. We focused on transcript alterations between the C57BL/6 and FVB/N strains due to experimental evidence demonstrating that for the TRAMP model system of prostate cancer, the C57BL/6 genome delays cancer progression relative to an accelerated rate of carcinogenesis in other strains, including FVB/N [14]. We also focused on transcript differences between the C57BL/6 and BALB/c strains due to a recent report describing a reduced incidence of prostate adenocarcinomas in *Pten *deficient mice of a 129/C57 background relative to high rates of prostate carcinomas, up to 90% by 6 months, in *Pten *deficient mice of a 129/BALB/c background. These studies suggest the hypothesis that genes expressed highly in C57BL/6 prostates might function as inhibitors of carcinogenesis whereas genes expressed highly in other strains - relative to C57BL/6 - could function to promote or permit carcinogenesis. 

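C57BL/6 differed from both FVB/N and BALB/c in Rab6a, Mis12, Sprr2a1, Slc6a2 and 2210407C18Rik, which were higher in C57BL/6, and in Vnn1, which was lower. Against FVB/N the differences on the log2 scale were 2.80 for Mis12 (standard error 0.12, 6.97-fold, adjusted p = 5.96e-07 from limma), 2.79 for Sprr2a1, 2.44 for Slc6a2, 2.30 for 2210407C18Rik and 2.29 for Rab6a. H2-Eb1 was higher than in FVB/N by 2.01 (standard error 0.15, adjusted p = 3.83e-05 from limma), Ms4a5 by 1.91 and Spink8 by 1.83. Lower than in FVB/N were Vnn1 (-3.69, standard error 0.32, 12.9-fold, adjusted p = 7.98e-05 from limma), Mgst1 (-3.20), the metalloproteinase family gene Adam11 (-2.38), Pik3c2g (-2.23), Crip1 (-1.85), the cytokine gene Il18 (-1.78) and Slc7a11 (-1.60). Gm7714 was lower as well (-1.65, adjusted p = 0.0426 from limma), a call lost without C57BL/6 pools 1, 2, 3 and 4 (adjusted p = 0.0995, 0.0727, 0.0505 and 0.0776) and FVB/N pools 1, 3 and 4 (0.0752, 0.0757 and 0.0958), and with the arrays scaled, quantile normalization, a robust spread or all 20 arrays in 1 fit (0.0524, 0.0747, 0.13 and 0.0777). Against BALB/c C57BL/6 was higher in Sprr2a1 by 3.24 (standard error 0.18, adjusted p = 4.28e-06 from limma), in Ly6e by 3.09 (8.53-fold), in Mis12 by 2.83, in 2210407C18Rik by 2.79, in Rab6a by 2.30, in Slc6a2 by 2.24, in Arl2bp by 2.14 and in Azgp1 by 1.83. It was lower in the seminal vesicle genes Svs2 (-6.61, standard error 0.95, 97.5-fold, adjusted p = 0.00302 from limma), Svs5 (-5.27, 38.6-fold, adjusted p = 0.00451) and Pate4 (-4.04, 16.4-fold), in H2-Ea (-4.73, 26.5-fold, adjusted p = 7.66e-07), in Vnn1 (-4.13, 17.5-fold, adjusted p = 1.05e-05), in Gm7714 (-2.38), and by the elements of Smpd1 (-5.05) and Tshz2 (-4.87) that followed Svs2. With a robust estimate of the spread the adjusted p from limma was 0.0504 for Svs2 and 0.0616 for Svs5. In all 215 elements were higher and 134 lower in C57BL/6 than in FVB/N, and 179 were higher and 132 lower than in BALB/c at an adjusted p under 0.05 from limma. The count against BALB/c was 206 without C57BL/6 pool 1 and 199 and 196 without BALB/c pools 2 and 4. It was 515 with SAM and 152 with a t-test without moderation, which gave 169 against FVB/N.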

Direct comparisons of transcript abundance levels from prostates of the C57BL/6 strain against FVB/N and C57BL/6 against BALB/c identified 237 and 173 genes with significant differences, respectively (Table 1; Figures 5a and 6a).

**Figure 5:**
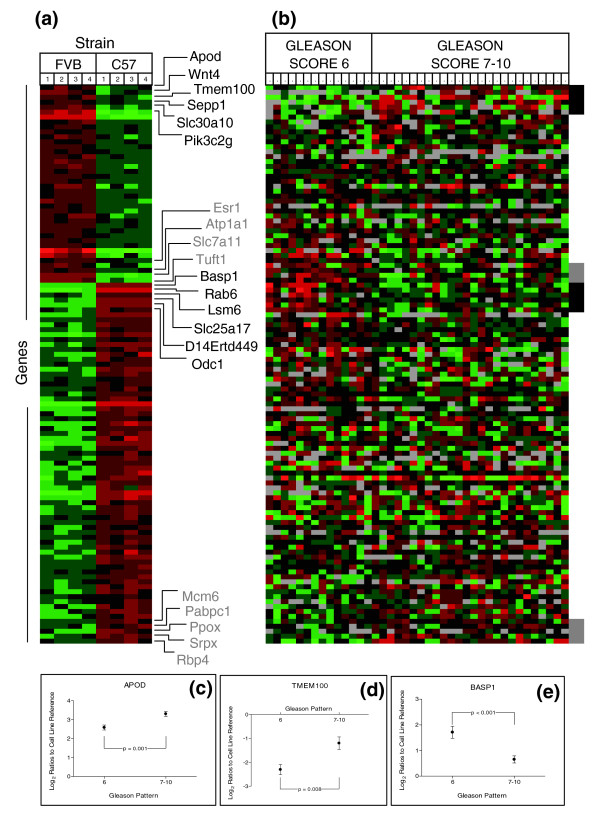
Mouse prostate strain-associated gene expression and analysis in human prostate tissues: FVB/N and C57BL/6. **(a) **Genes differentially expressed in prostates of FVB/N and C57BL/6 strains. Heat map colors reflect fold ratio values between sample and reference pool. Columns 1-4 represent biological replicates for each strain. Rows represent individual genes. Values shown in red are relatively larger than the overall mean; values shown in green are relatively smaller than the overall mean. **(b) **Transcript abundance levels in benign human prostate tissues associated with high grade (7-10) or low grade (≤6) adenocarcinomas for each gene determined to be altered in mouse strain comparisons where a corresponding ortholog was identified. Genes depected in (a) and (b) are in identical order. Black box (b) and text (a) represent genes with significant differential expression in the human datasets altered in the expected orientation. Gray box (b) and text (a) represent genes with significant differential expression in the human datasets altered in the opposite orientation. **(c-e) **Transcript alterations for selected genes in benign tissue samples associating with high (Gleason 7-10) and low (Gleason ≤6) prostate cancers. Plots represent the 95% confidence intervals of log_2 _expression ratios of tissues samples relative to a cell line reference.

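Among the genes that Fig. 5a marks as high in FVB/N, the PI3-kinase gene Pik3c2g and the cystine transporter gene Slc7a11 had the largest differences from C57BL/6. Tuft1 followed with -1.32 on the log2 scale, C57BL/6 minus FVB/N (2.5-fold, adjusted p = 2.3e-04 from limma on 8 arrays), then the zinc and manganese transporter family gene Slc30a10 with -0.84 (1.79-fold, adjusted p = 0.00387), the secreted signalling factor gene Wnt4 with -0.77 (adjusted p = 0.0123), Tmem100 with -0.76 (adjusted p = 0.013), Selenop with -0.71 (adjusted p = 0.0288; another element of it did not pass over the 5 strains, 0.227) and Apod with -0.65 (adjusted p = 0.0373). Esr1, the estrogen receptor gene, differed by -0.03 and did not pass (adjusted p = 0.966). All 9 genes measured had differences below 0, 8 of them past the test (8 when adjusted over the list alone). Of the 8 genes measured that the figure marks as high in C57BL/6, 6 were higher (7 higher and 1 lower when adjusted over the list alone). Besides Rab6a these were the peroxisomal carrier gene Slc25a17 (1.25, 2.37-fold, adjusted p = 6.61e-05), Srpx (0.87, adjusted p = 0.00858), the replicative helicase gene Mcm6 (0.74, adjusted p = 0.0179), the poly(A)-binding protein gene Pabpc1 (0.71, adjusted p = 0.0426) and Odc1 (0.55, adjusted p = 0.0302). Rbp4 (0.33, adjusted p = 0.297) and the heme synthesis gene Ppox (-0.29, adjusted p = 0.327) did not pass; their elements, like those of Esr1, differ in their course over the strains. Other elements ran in the direction of the figure: 2 of Esr1 averaged -0.17 and -0.33 in C57BL/6 and 0.50 and 0.47 in FVB/N, 1 of Ppox 0.66 and -0.28 and 1 of Rbp4 0.12 and -0.52, whereas another of Esr1 averaged 0.18 and 0.0081 and another of Rbp4 -0.27 and -0.037. The genes of the figure were chosen on these samples and are not independent evidence. Without C57BL/6 pools 1, 3 or 4 or FVB/N pools 2, 3 or 4 Apod had an adjusted p of 0.111, 0.0977, 0.0688, 0.08, 0.0598 and 0.116, and Selenop had 0.0687, 0.0713, 0.0684, 0.0821 and 0.0953 without C57BL/6 pools 1 or 3 or FVB/N pools 1, 3 or 4. Odc1 had 0.0891, 0.0837, 0.0583, 0.0779, 0.0844 and 0.0958 without C57BL/6 pools 1, 2 or 3 or FVB/N pools 2, 3 or 4, Mcm6 had 0.0583, 0.0578, 0.0514, 0.0592 and 0.0635 without C57BL/6 pools 1, 3 or 4 or FVB/N pools 3 or 4, and Pabpc1 had 0.103, 0.117, 0.091, 0.103, 0.105 and 0.127 without C57BL/6 pools 1, 2 or 4 or FVB/N pools 1, 2 or 4. With all 20 arrays in 1 fit Wnt4 had 0.0654 and Pabpc1 0.492, with quantile normalization Odc1 had 0.0747 and Pabpc1 0.0649, and with the arrays scaled Pabpc1 had 0.0551.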

**Figure 6:**
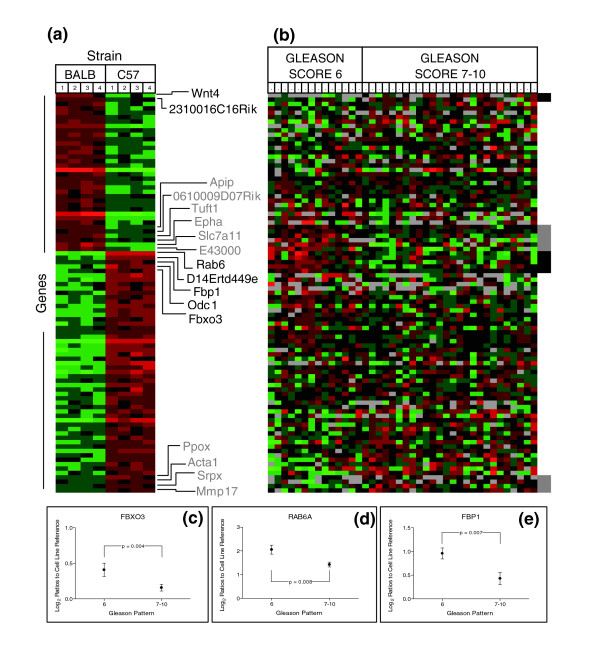
Mouse prostate strain-associated gene expression and analysis in human prostate tissues: BALB/c and C57BL/6. **(a) **Genes differentially expressed in prostates of BALB/c (BALB) and C57BL/6 (C57) strains. Heat map colors reflect fold ratio values between sample and reference pool. Columns 1-4 represent biological replicates for each strain. Rows represent individual genes. Values shown in red are relatively larger than the overall mean; values shown in green are relatively smaller than the overall mean. **(b) **Transcript abundance levels in benign human prostate tissues associated with high grade (7-10) or low grade (≤6) adenocarcinomas for each gene determined to be altered in mouse strain comparisons where a corresponding ortholog was identified. Genes depicted in (a) and (b) are in identical order. Black box (b) and text (a) represent genes with significant differential expression in the human datasets altered in the expected orientation. Gray box (b) and text (a) represent genes with significant differential expression in the human datasets altered in the opposite orientation. **(c-e) **Transcript alterations for selected genes in benign tissue samples associating with high (Gleason 7-10) and low (Gleason ≤6) prostate cancers. Plots represent the 95% confidence intervals of log_2 _expression ratios of tissues samples relative to a cell line reference.

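Of the genes that Fig. 6a marks as high in BALB/c, Slc7a11, Wnt4, Tuft1 and Apip were measured, and all were lower in C57BL/6. The differences, C57BL/6 minus BALB/c, were -1.38 for Slc7a11 (2.59-fold, adjusted p = 2.63e-04 from limma on 8 arrays), -0.95 for Wnt4 (1.93-fold, adjusted p = 0.00427), -0.88 for Tuft1 (1.84-fold, adjusted p = 0.00141) and -0.80 for Apip, an enzyme of methionine salvage (adjusted p = 0.00182). Of the 7 genes measured that the figure marks as high in C57BL/6, 5 were higher (6 higher and 1 lower when adjusted over the list alone). Rab6a had the largest difference, Odc1 was higher by 1.03 (2.05-fold, adjusted p = 4.63e-04), the F-box gene Fbxo3 by 0.83 (1.78-fold, adjusted p = 0.0085), the metalloproteinase gene Mmp17 by 0.61 (adjusted p = 0.013) and Srpx by 0.58 (adjusted p = 0.0243). The skeletal muscle actin gene Acta1 (0.40, adjusted p = 0.207) and Ppox (-0.49, adjusted p = 0.238) did not pass, and Acta1 passed with its elements averaged (adjusted p = 0.0233); another element of Ppox averaged 0.66 in C57BL/6 and -0.13 in BALB/c, the direction of the figure. The genes of the figure were chosen on these samples and are not independent evidence. Srpx lost its call without C57BL/6 pools 1, 3 and 4 (adjusted p = 0.0781, 0.0558 and 0.0663) or BALB/c pools 1, 2 and 4 (0.0707, 0.0878 and 0.0793), and Mmp17 without BALB/c pool 2 (0.0532); with all 20 arrays in 1 fit Fbxo3 had 0.602, Srpx 0.0975 and Mmp17 0.0514.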

We next measured the transcript abundance levels of these variable murine prostate genes in human prostate tissues. Based on the TRAMP mouse model data, we hypothesized that if genes expressed highly in C57BL/6 relative to FVB/N prostates (designated C57-High) retard aspects of carcinogenesis, they would be down-regulated in the prostates of those individuals shown to have aggressive prostate cancers, and if genes expressed highly in FVB/N relative to C57BL/6 prostates (designated C57-Low) promote aspects of carcinogenesis, they would be elevated in the prostates of individuals with aggressive prostate cancers. Similar reasoning was applied to genes differentially expressed between BALB/c and C57BL/6 prostates.

We analyzed data reported by Lapointe *et al*. [26] that generated independent gene expression profiles from matched pairs of benign and neoplastic human prostate tissues accompanied by pathological criteria of tumor aggressiveness according to the Gleason grading system. This human dataset contained orthologs for 113 of the 237 genes with differential expression in C57BL/6 relative to FVB/N prostates, and 91 of the 173 genes with differential expression in C57BL/6 relative to BALB/c prostates. We specifically focused on gene expression in the benign tissue of each human prostate sample as a potential measure of an underlying predisposition to cancer phenotypes reflected by cancer grade: low pathological grade (Gleason ≤6) versus cancers of higher grade (Gleason 7-10). In agreement with this hypothesis, seven genes expressed highly in C57BL/6 prostates were measured at significantly lower levels in prostates with high-grade cancers relative to prostates with low-grade cancers (for example, *BASP1*) (Figure 5b-e).

Six genes expressed relatively highly in FVB/N prostates (for example, *ApoD*) exhibited significantly higher transcript levels in the prostates containing high-grade cancers relative to prostates with low-grade cancer (Figure 5). Apolipoprotein D (*APOD*) is a member of the lipocalin superfamily of protein transporters that is implicated in the pathogenesis of neurodegenerative diseases and is regulated by androgens in both breast and prostate cells [27,28]. Studies of prostate cancer have demonstrated elevated APOD protein levels in prostate intraepithelial neoplasia and prostate carcinoma [29], but associations between *APOD *polymorphisms, or APOD expression in benign epithelium in the context of cancer phenotypes have not been reported. Two recent studies of the *Drosophila *ApoD ortholog, *GLaz*, provide context for the potential influence of ApoD expression on cytoprotection and cell survival [30,31]. Overexpression of Glaz increased resistance to stresses that included starvation, hyperoxia and hypoxia, and resulted in the extension of organismal lifespan [30]. Conversely, loss of *GLaz *resulted in the reduction of *Drosophila *stress resistance and lifespan, consistent with APOD being part of a defense system that is activated in the setting of oxidative stress, or incited by exogenous environmental factors or intrinsic events such as aging or neoplasia [31].

Counter to our hypothesis, several genes exhibited significant expression differences inversely associated with the human prostate cancer grade-status predicted by the mouse phenotypes. For example, transcript levels of four C57-Low genes (for example, *Esr1*) in benign prostate tissues were significantly associated with low-grade cancers and five C57-High genes (for example, *Rbp4*) were expressed at greater levels in benign tissue associated with high-grade relative to low-grade prostate cancers (Figure 5b). Similar results were observed for genes differentially expressed between BALB/c and C57BL/6 prostates when evaluated in benign tissues from prostates with high-grade cancers relative to prostates with low-grade cancers (Figure 6).

One possible explanation for these findings centers on different tumor initiating mechanisms (and pathways) that subsequently interact with different intrinsic intracellular and extracellular 'host' gene expression programs. For example, although studies of mouse prostate tumorigenesis demonstrate that the C57 strain appears to reduce tumorigenesis caused by *p53/Rb *(TRAMP model) or *Pten *alterations, the C57 background increases the development of prostate intraepithelial neoplasia lesions in mice with targeted deletions of the *Nkx3.1 *homeobox gene [32], and increases tumorigenesis in the setting of *ras+myc *expression, relative to other strains [33]. Thus, the complexities of the interactions between different tumor initiating events and host genomes are likely to be quite complex, a factor that could certainly influence the interpretation of human data where initiating events for any particular primary tumor are poorly defined. As heritable differences provide ample opportunities for mutations in growth control genes to exert differential effects depending upon the inherent wiring of the altered cell or the surrounding micro- and macroenvironment, improved sub-classifications of human prostate tumors that associate with specific oncogenenic events, such as the recently reported TMPRSS2-ERG fusions [34], may assist in defining consistent associations. In support of this concept are data demonstrating that a polymorphism in the promoter region of the *MDM2 *gene enhances MDM2 expression, attenuates p53 tumor suppressor function and accelerates tumor progression rates of both hereditary and sporadic human cancers arising in the context of p53 alterations [35].

## Conclusion

The quantification of tissue gene expression represents a measure of phenotypic variation at the molecular level that can be ascertained as comprehensive profiles reflecting active biological pathways. Exploiting gene expression information as quantitative traits (QTL) has facilitated large-scale efforts to identify genomic loci that contribute to complex phenotypes and diseases [36]. In this study we have found substantial reproducible gene expression differences in the murine prostate that associate with genetic background. Large strain-specific differences in tissue gene expression are not unique to the prostate. We have previously demonstrated that transcript abundance levels in the liver differ between mice of different strains [37]. Studies of strain-dependent differences in the development and progression of murine breast carcinoma have delineated gene expression differences in tumors arising in the context of genetic background [8], but it is likely that many of these differences were present in the breast tissues prior to cancer development. Indeed, mouse strains with high- or low-metastatic genotypes are reportedly distinguishable using gene expression measurements from benign breast tissue [38].

These data emphasize that, in addition to the initiating incident, context may be important for the process of carcinogenesis. Importantly, the predisposition to a detrimental sequence of events leading to pathology might be determined through assessments of the expression program operative in the normal state between different individuals. Thus, as with studies associating disease predisposition with variations in DNA polymorphisms, copy numbers, and epigenetic marks, studies of variation in gene expression in benign tissues, optimally with a tissue or cell type-specific focus, could provide insights into cancer predisposition and gene-environment interactions.

## Materials and methods

### Animal work and RNA preparation

Male mice 7 weeks of age were purchased from the Jackson Laboratory (C57BL/6J, 129X1/SvJ and FVB/NJ) or the Charles River Laboratories (BALB/cAnNCrl and DBA/2NCrl), maintained in a barrier facility and cared for in accordance with approved IACUC protocols. Following shipment, mice were acclimated to a common temperature, day-night cycle, and diet for 12 days to minimize environmental differences. Twelve mice from each of five strains, C57BL/6J, 129X1/SvJ, FVB/NJ, BALB/cAnNCrl and DBA/2NCrl (abbreviated C57BL/6, 129X1/Sv, BALB/c, FVB/N and DBA/2, respectively), were randomized for the day and time of sacrifice. Following halothane anesthesia, mice were sacrificed by cervical dislocation. Prostates were rapidly excised, and dorsal, lateral, ventral and anterior lobes were separately dissected and snap-frozen in liquid nitrogen and stored at -80°C. To control for individual variability [39], the dissected prostate lobes from mice of each strain were divided into four pools of three mice each and combined for total RNA isolation. Prostate tissues were homogenized using a Polytron and total RNA was isolated using the RNeasy extraction kit (Qiagen, Valencia, CA). Due to the limited concentration of total RNA obtained, specifically from the lateral lobe, equal amounts of total RNA (0.7 μg) from each of the four pooled lobes/strain were combined to produce secondary pools, and amplified with the MessageAmp™ aRNA kit (Ambion, Austin, TX). Amplified RNA from each secondary pool (four pools per strain) was hybridized separately to cDNA microarrays for a total of 4 independent biological replicates per strain (12 mice, 4 pools of 3 mice per strain for a total of 4 microarray experiments per strain; Figure 1). A common reference sample was created by combining equal amounts of RNA from all the samples from all strains.

### Probe construction, microarray hybridization and data acquisition

The amplified RNA was used as template for cDNA probe synthesis followed by hybridization to a custom mouse prostate cDNA array (mPEDB array) composed of approximately 8,300 genes expressed in the developing and adult mouse prostate [40]. The 20 microarrays used for the experiment were all from the same printing batch. cDNA probes were made from 2 μg of amplified RNA in a reaction volume of 30 μl containing 170 ng random hexamer primers, 0.2 mM 5-(3-aminoallyl)-2-deoxyuridine-5-triphosphate (amino acid-dUTP; Sigma-Aldrich, St. Louis, MO), 0.3 mM dTTP, 0.5 mM each dATP, dCTP, and dGTP, and 380 units of Superscript II reverse transcriptase (Invitrogen, Carlsbad, CA) incubated at 42°C for 120 minutes. After RNA hydrolysis, purified cDNA was combined with either Cy3 or Cy5 monoreactive fluors (Amersham Pharmacia, Piscataway, NJ) that covalently couple to the cDNA incorporated aminoallyl linker in the presence of 50 mM NaHCO3 (pH 9.0). The coupling reaction was quenched with hydroxylamine and reference and experimental probes were combined, filtered, and competitively hybridized to microarrays under a coverslip for 16 h at 63°C. Slides were washed sequentially with 1× saline sodium citrate (SSC)/0.03% sodium dodecyl sulfate (SDS), 1× SSC, 0.2× SSC, 0.05× SSC, and spun dry. To account for dye bias, half of the biological experimental samples per strain were labeled with Cy3 dye and the reference with Cy5 dye, and in the other half the labeling was inversed.

### Microarray data collection and analysis

Fluorescent array images were collected for both Cy3 and Cy5 using a GenePix 4000B fluorescent scanner (Axon Instruments, Foster City, CA, USA). The image intensity data were gridded and extracted using GenePix Pro 4.1 software. For each array spot, the expression levels of the two fluorophores were obtained by subtracting median background intensity from median foreground intensity. A gene was only considered expressed if the fluorescence intensity of the corresponding spot was at least six foreground pixels greater than four standard deviations above background in at least half of the arrays per strain. Array spots not meeting these criteria were designated NA. For each gene, the logarithm base 2 ratios (referred henceforth as log ratios) of the two channels were calculated to quantify the relative expression levels of genes between the experimental and reference samples.

To allow for inter-array comparisons, each array was normalized to remove systematic sources of variation. This was accomplished by means of a print-tip-specific intensity-based normalization method [41]. A scatter-plot smoother, which uses robust locally linear fits, was applied to capture the dependence of the log ratios on overall log-spot intensities. The log ratios were normalized by subtracting the fitted values based on the print-tip-specific scatter-plot smoother from the log ratios of experimental and control channels. After normalization, spots were removed from further analysis if they had more then 3 NA values or if they were in the lower third quantile of abundance across all 20 arrays.

To identify genes that varied among strains of mice, log_2 _ratio measurements were statistically analyzed using the SAM procedure [42]. A multiclass response *t*-test was used to determine whether the gene expression of one strain significantly differed from the other strains giving a moderate estimate of false positive genes of 10% (FDR). When differences in the expression of genes were examined using SAM software, 932 genes were statistically differentially expressed across the five strains of mice. Transcriptional profiles of the five mouse strains were also compared with average-linkage hierarchical clustering and Principle Components Analysis (PCA.) Average linkage hierarchical clustering was used to cluster the samples using all the genes or only those that were differentially expressed. To further characterize the relationships between the strains, we performed PCA on the 932 differentially expressed genes. All analyses were done using Bioconductor software [43].

### Comparisons of mouse prostate and human prostate gene expression for association with tumor phenotypes

To evaluate transcript abundance levels in benign human prostate epithelium that associated with cancer grade or stage, we focused on genes that were differentially expressed between prostates of C57BL/6 and FVB/N, and between C57BL/6 and BALB/c mouse strains. Based on studies of the TRAMP and *Pten *prostate cancer models, we designated the C57BL/6 strain as 'prostate cancer-inhibiting' and the FVB/N and BALB/c strains as 'prostate cancer-permitting'. The SAM algorithm was used to identify the 237 genes differentially expressed between C57BL/6-FVB/N and the 173 genes between C57BL/6-BALB/c strains using a FDR of <5%.

We next investigated whether differences in gene expression patterns of benign prostate tissues adjacent to prostate cancers were associated with Gleason pattern or patient outcomes. We evaluated a study by Lapointe *et al*. [26] that profiled benign tissues matched with prostate adenocarcinomas of defined Gleason grades. The data were derived from spotted cDNA microarrays and we normalized the data by fitting a print-tip specific Lowess curve to the log-intensity versus log-ratio plot. Normalized log_2 _ratio data were filtered to include clones with orthologs to the Mouse Prostate Expression Database (MPEDB) array. Out of the 237 and 173 genes that were identified as differentially expressed (q-value of <5%) between C57BL/6 and FVB/N, and between C57BL/6 and BALB/c, respectively, 113 and 91 had sufficient information to test in the Lapointe *et al*. data. An unpaired two-sample *t*-test was used to determine the association between expression level in the benign tissue and the corresponding Gleason pattern cancers adjacent to the normal samples. The R-code for this analysis can be found online at the MPEDB website in the supplementary data section [44].

### Biological pathway analysis

In order to identify specific biological pathways that exhibit strain specific variation, we utilized the GST method available in BioConductor, an algorithm similar to the GSEA method reported by Subramanian *et al*. [25]. Briefly, t-statistics comparing the expression levels of genes between the C57BL/6 and all other strains were used as input to the GST algorithm. All other settings were kept at their default status and the pathways were obtained from the GO database [45]. We defined a pathway as showing strain-specific variation if its corresponding FDR was less than 25%.

### Microdissection of luminal epithelium

Frozen sections (7 μm) were cut from snap-frozen mouse prostate glands and immediately fixed in cold 95% ethanol. After fixing, the slides were washed in deionized RNase-free water, stained with Mayer's hematoxylin for 30 seconds, followed by another water wash. The sections were then dehydrated with two one-minute washes in 100% followed by two five-minute changes in Xylene. Approximately 4,000 luminal epithelial cells were captured from the ventral, dorsal, lateral and anterior prostate lobes from 3 independent animals for a total of 12,000 cells per lobe using the Arcturus PixCell II instrument (Arcturus, Mountain View, CA, USA). Digital photos were taken of tissue sections before, during, and after LCM and assessed independently to confirm the cell type-specificity of the captured cells. Total RNA was extracted using the Picopure RNA isolation kit (Arcturus) according to the manufacturer's specifications. The extracted RNA was subjected to two rounds of amplification using the MessageAmpTM aRNA kit (Ambion).

### Quantitative RT-PCR

RNA from microdissected epithelium and from preparations used in the microarray analysis were used as template for qRT-PCR. We used 200 ng of amplified RNAs or 20 ug of total RNAs to generate cDNAs. SYBR GREEN real-time PCR was performed as previously described [39]. Primers to ribosomal protein S16 were used to normalize cDNA loading. The sequences of the primers used in this study were: *S16 *forward, 5'-AGGAGCGATTTGCTGGTGTGGA-3', *S16 *reverse, 5'-GCTACCAGGCCTTTGAGATGGA-3'; *Psca *forward, 5'-GCCTGGTAGAGGCTGAGATG-3', *Psca *reverse, 5'-ATCATCTCCTGGGACTCCTG-3'; *Clusterin *forward, 5'-TTTATGGACACAGTGGCGGA-3', *Clusterin *reverse, 5'-GCTTTTCCTGCGGTATTCCTG-3'; *Mmp7 *forward, 5'-CTGATGATGAGGACGCAGGA-3', *Mmp7 *reverse, 5'-ATTCATGGGTGGCAGCAAAC-3'; *Svs2 *forward, 5'-TCAGAAAGGCCGTCTCAGTT-3', *Svs2 *reverse, 5'-AGCTGCTTCGTCACTTCCTC-3'; *Sbp *forward, 5'-TGGAAACGATGATGATGACC-3', *Sbp *reverse, 5'-TGTGGAGATGCAGGACTGAG-3'.

### Western blot analysis

Prostates from three animals per strain were rapidly excised, and ventral lobes were separately dissected. Protein extracts were prepared by homogenizing and sonicating each ventral prostate lobe in 500 μl of T-PER buffer (Pierce Biotechnology, Rockford, IL, USA) and a cocktail of protease inhibitors (Roche, Indianapolis, IN, USA). Pooled ventral lobe lysates (50 μg) were separated by SDS-PAGE followed by western blot analysis using antibodies recognizing clusterin (M-18, Santa Cruz Biotechnology, Santa Cruz, CA, USA) and actin (I-19, Santa Cruz) at 1:200 and 1:400 dilutions, respectively.

### Immunohistochemistry

Formalin-fixed, paraffin-embedded mouse prostate tissue sections were deparaffinized, and endogenous peroxidase activity was blocked with 3% H_2_O_2 _for 5 minutes. Antigen was retrieved by steam heating with 10 mM citrate buffer (pH 6.0) for 20 minutes. For the detection of clusterin, a rabbit polyclonal anti-clusterin antibody (H330; Santa Cruz Biotechnology) was used at 1:1,000 dilution in blocking solution, and the sections were incubated for 1 h at room temperature. After washing, the slides were incubated for 30 minutes with biotinylated species-specific secondary antibody diluted 1:500 (Vector Laboratories, Burlingame, CA, USA), washed, then incubated with avidin-peroxidase complex (ABC, Vector Laboratories) for 30 minutes and visualized using VIP peroxidase substrate (Vector Laboratories). The sections were dehydrated, and permanently mounted. Species-specific IgG isotypes were added in lieu of primary antibody as controls, and these sections demonstrated no detectable staining. The expression of clusterin was assessed in four independent animals per strain.

### Tissue morphometry

To evaluate the percentage of each prostate lobe occupied by stroma, two formalin-fixed, paraffin-embedded prostates per strain were serially cut to generate 5 μm sections spaced 30 μm apart. Sections were stained with hematoxylin and eosin and the total tissue areas and stroma areas were separately calculated from each prostate lobe using ImageJ image analysis software [46]. Six measurements were taken from each of the four lobes for each of the five strains. To determine overall differences between strains, we fit the following model:

Y_ijk _= μ + Strain_i _+ Lobe_j _+ ε_k_

where Y_ijk _is the percentage of stroma area observed from mouse K, lobe j, strain i.

### Data

Microarray data for this study have been deposited in the Gene Expression Omnibus [47] under accession GSE5962.

How the deposited data were processed for this re-analysis (not part of the article)

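Prostates of C57BL/6, 129X1/Sv, FVB/N, BALB/c and DBA/2 mice were measured on 20 cDNA arrays with 2 colours each, 4 arrays per strain. Each array held a pool of amplified RNA from 3 mice against a reference made from RNA of all strains. The labels of the arrays give the strain, the pool number and the dye of each channel, and all 20 arrays were mapped from them. The authors scanned the arrays, subtracted the median background of each spot from its median signal, and normalized the ratios within each array by print-tip loess. The deposited values are log2 ratios of the authors, sample over reference, for 11552 array elements, with 2.89% missing. Scale and direction were checked on the values: medians of the arrays ran from -0.01 to 0.02, arrays of different strains with the same dye correlated at -0.0831 or above, and no 2 arrays were alike (highest correlation 0.703). The methods then remove spots with many missing values or of low abundance; spots with many missing values were still among these values, and removal by abundance needs intensities, which, with the signal over background, were not used here.

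Elements with at most 3 missing values over the 20 arrays and at least 2 values in each strain were tested, 11159 in all, and 393 were left out; 10729 had no missing value. Gene symbols came from the annotation table of the array, in which 8050 elements carried 1 symbol and 672 several, and 2830 elements of the deposited values were not in it. Gene identifiers of 7880 elements matched the gene table of GRCm38.p6, and 0 symbols changed. No gene was named from an element with several symbols, so that Rps16, H2-K1 and H2-D1, among other genes of the paper, are not analysed here. A gene with several elements (1635 genes) was represented by the element with the fewest missing values, and other elements are given for some genes where they differed from it in direction, call or size. Elements of 1 clone were to be averaged first where the annotation names the clone; it gives a matching sequence for each element and not the clone, so this was not done, and elements averaged by gene were an alternative; some elements of a gene may be repeated spots of 1 clone and are then not independent.

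Strain means were compared with limma 3.58.1 in R 4.3.3 on the log2 ratios. A moderated F test over the 5 strain means used all 20 arrays and an adjusted p of at most 0.1, each of 10 pairs of strains used its own 8 arrays and an adjusted p under 0.05, and each strain was set against the mean of the other 4 on all arrays at an adjusted p under 0.05. The adjustment was that of Benjamini and Hochberg over all elements tested. Standard errors are those of the moderated fit. The dye was balanced within each strain and was not in these models. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, with missing values set to the mean of the strain. Of 30 lists, 14 held pathways and gene families, 11 markers of cell types and 5 the genes that the paper names. The 27 lists with at least 5 measured genes were tested with camera, and the others were not. Arrays were clustered by average linkage with 1 minus the Pearson correlation, since the paper's text does not name the distance, and principal components were computed on centred values without scaling. SAM, which the paper used, was written anew from its description and served as an alternative for counts of elements alone.

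The samples, tests, gene lists and alternatives, and the rule for naming genes, were fixed before the data were examined. The rule took every gene that the paper names and that has an element of its own, the 20 genes with the largest difference between strain means among those past the F test, for each strain the 5 highest and 5 lowest genes among those past the test whose 4 pools lay on one side of the 16 others, for C57BL/6 against FVB/N and against BALB/c the 8 largest differences each way without overlap of pools, and members of the lists as examples; 82 genes, some of them also members of lists, came from it apart from these examples. Alternatives were other filters on missing values, centring, scaling and quantile normalization of the arrays, a term for the dye and the pool number as a block. Further ones were elements averaged by gene, a robust estimate of the spread, SAM and an analysis of variance or t-test without moderation. The last were all arrays in 1 fit, other tests of the lists, and leaving out each pool in turn. Array weights, arrays of 1 dye alone, leaving out the 129X1/Sv arrays and clustering all genes with the dye removed were added after the data were seen.

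The tests were tested on simulated data with a spread taken from the real arrays and 11159 elements. Of 100 elements set to differ by 1 on the log2 scale the test over 5 strains found 91, C57BL/6 against the other strains 95 and C57BL/6 against FVB/N 84, and of 100 set to differ by 2 they found 99, 99 and 98, with 7.77%, 3.96% and 4.21% of calls false. SAM found 92 and 99 over 5 strains and 85 and 98 between C57BL/6 and FVB/N, with 9.91% and 5.18% of calls false. The 4 pools per strain limit the precision of every mean, and a pool of 3 mice hides the variation between single mice.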

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

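The tests on Svs2 and the count with array weights were chosen after the results were seen.

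In 22 of 410 groups of 4 pools of 1 gene and strain (5.37%), 1 pool lay far from the other 3, by a gap to its nearest neighbour that exceeded Dixon's critical value for the range of the group; chance gives about 1 in 20, or 20.5 groups. Most such pools of 129X1/Sv were pool 4, with 5 genes: Psca at -0.20 (others 1.09 to 1.34), Vnn1 at -2.44 (-3.29 to -3.27), Cmbl at 1.76 (1.13 to 1.23), Olfm1 at 1.62 (0.83 to 0.96) and Mmut at -1.54 (-0.01 to 0.19). In 129X1/Sv pool 2 it was Pate4 at -0.84 (-4.05 to -3.66), Tfpi at 0.071 (-0.73 to -0.62) and the Tshz2 element that followed Svs2 at -0.88 (-5.01 to -4.60), and in pool 3 Ppp3cc at -2.70 (-0.72 to -0.35). In FVB/N it was Svs5 at -4.88 (-0.82 to -0.05), Ly6e at -0.21 (0.05 to 0.09) and Mmp13 at -2.13 (-1.83 to -1.80) in pool 2, Psca at 0.34 (0.07 to 0.08) and Snhg11 at -1.29 (-0.83 to -0.74) in pool 4, and 1700010B08Rik at 0.66 (0.46 to 0.49) in pool 1. In DBA/2 it was Srpx at 1.03 (0.42 to 0.52), Mmp17 at 0.47 (-0.03 to -0.00) and Gm7714 at 2.78 (0.55 to 0.79) in pool 1 and Snhg11 at 1.64 (1.52 to 1.53) in pool 2. In C57BL/6 it was B2m at -1.24 in pool 1 (-0.40 to -0.38) and Mcm6 at 0.083 in pool 2 (0.50 to 0.56), and in BALB/c Mmp17 at -0.45 in pool 2 (-0.25 to -0.21).

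Svs2 was highest in BALB/c and varied widely between pools of the other strains. The dye of the sample is argued against for both: the BALB/c difference was at least 6.17 on arrays of either dye, and 129X1/Sv pools 3 and 2, both in Cy3, differed by at least 4.19 in each of 5 Svs2 elements (by 6.25 in the one used here); a first test, which compared the sign of the dye difference between strains (3.19, -2.41, -3.03, -0.63 and -1.56 in C57BL/6, 129X1/Sv, FVB/N, BALB/c and DBA/2), was dropped because these lay within the spread between pools. Seminal vesicle tissue carried over at dissection stays open for the spread between pools. Deviations of Svs2 from the strain means went with those of Svs4, Svs6 and Svs3b taken together (r = 0.566 and rho = 0.577, r = 0.561 without the 2 extreme pools). The permutation p was 0.0102 for r and 0.00893 for rho over 20 pools with 100000 permutations. These deviations sum to 0 within each strain and are not 20 independent values, so that the permutation p may be too small. With these genes taken singly, r was 0.726 for Svs4 but lower for Svs6 (0.452) and Svs3b (0.387). For BALB/c carry-over cannot be told apart from a strain difference, since these 3 genes disagree. Only 1 of them, Svs4 (2.80, adjusted p = 0.0532 from limma), had its highest mean there. Svs6 (0.66, standard error 0.54) and Svs3b (0.20, 0.60) had theirs in 129X1/Sv and lay far below the rise of Svs2 (6.33, standard error 1.17). Their values go against a carry-over that raises all these genes alike. How far carry-over would raise each gene was not tested. Svs1 neither rose in BALB/c (-0.046, standard error 0.18) nor followed Svs2 between pools (r = -0.263), which goes against carry-over but is 1 gene. Svs5 and Pate4 (5.13 and 3.82, r = 0.951 and 0.919), which moved with Svs2, are part of the pattern. The reading that BALB/c cannot be told apart was adopted after the value was seen. A difference between strains in the genes themselves stays open and was not tested.

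Between arrays with the sample in Cy5 and in Cy3, 1778 elements differed (956 higher in Cy5 and 822 in Cy3, adjusted p under 0.05 from limma), with a median difference of 0.34, and 114 of them also differed among strains. Of 2461 elements with such a difference in the 4 other strains, 72.9% had the same sign in 129X1/Sv, where the pool numbers carried the opposite dyes, which is consistent with the dye as the source. Handling of pools by their number is argued against by the complement of the same share, 27.1%, so that these are 1 test. No biological explanation was tested, since the dyes were balanced within each strain.

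129X1/Sv had the most elements apart from the mean of the other strains. With each array weighted by its estimated precision its count was 180, below the 556 of C57BL/6, which is consistent with the wider spread of its arrays as a source of the high count, and its weights were 0.413, 0.484, 0.543 and 0.156. A single pool is argued against, since the lowest count with 1 of its pools left out was 606. A biological difference of 129X1/Sv stays open and was not tested apart from these.

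Chance is argued against for the count over the 5 strains (1258). There 1 of 100 groupings of the arrays, the real one, gave as many elements (highest other 2). The counts of each strain against the others again had 1 of 100. They were 359, 636, 285, 227 and 219 for C57BL/6, 129X1/Sv, FVB/N, BALB/c and DBA/2 (highest other 1, 4, 2, 2 and 1). It can also be excluded for each pair of strains, where 1 of 35 groupings of the 8 arrays, the real one, gave as many; the highest other count was 8 for C57BL/6 and 129X1/Sv, 20 for C57BL/6 and FVB/N, 12 for C57BL/6 and BALB/c, 151 for C57BL/6 and DBA/2, 12 for 129X1/Sv and FVB/N, 0 for 129X1/Sv and BALB/c, 2 for 129X1/Sv and DBA/2, 130 for FVB/N and BALB/c, 393 for FVB/N and DBA/2 and 207 for BALB/c and DBA/2. That highest grouping was the one by dye in all pairs but 129X1/Sv with FVB/N and with BALB/c; for FVB/N and DBA/2 its 393 elements came close to the 416 of the strains, which were 719 with the dye as a term. Chance cannot be excluded for the respiratory genes of C57BL/6, where 12 of 100 groupings gave a camera p as small for NADH dehydrogenase (1.15e-04, smallest other 1.6e-08) and 16 of 100 for the other subunits (3.34e-05, smallest other 1.12e-09).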

How the results depend on the processing

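Array weights, arrays of 1 dye and clustering with the dye removed from all genes were chosen after the data were seen, and the cause of a change was not tested. Over the 5 strains the count was 1927 with array weights and 766 and 297 on the Cy3 and Cy5 arrays alone, which are fewer samples, and stayed within 1.5 times of 1258 under the alternatives set at the start. With all 20 arrays in 1 fit the pairs C57BL/6 and 129X1/Sv, 129X1/Sv and FVB/N, 129X1/Sv and BALB/c, 129X1/Sv and DBA/2, and BALB/c and DBA/2 had 608, 394, 368, 385 and 210 elements. With SAM C57BL/6 and 129X1/Sv had 238, C57BL/6 and BALB/c 515, 129X1/Sv and FVB/N 183, 129X1/Sv and BALB/c 182, 129X1/Sv and DBA/2 264, FVB/N and BALB/c 457 and FVB/N and DBA/2 697. With a t-test without moderation C57BL/6 had 65, 169, 152 and 128 against 129X1/Sv, FVB/N, BALB/c and DBA/2. With the same test 129X1/Sv had 53 and 67 against BALB/c and DBA/2, FVB/N had 166 and 201 against them, and BALB/c and DBA/2 had 196. With the dye as a term FVB/N and BALB/c had 430, FVB/N and DBA/2 719 and BALB/c and DBA/2 700 (575 with array weights). Against the other strains, scaled arrays, quantile normalization and array weights gave 231, 179 and 180 for 129X1/Sv, 441, 448 and 494 for FVB/N, 372, 365 and 422 for BALB/c and 509, 518 and 846 for DBA/2, and array weights 556 for C57BL/6. With an estimated correlation 4 lists in place of 10 passed in C57BL/6, and both respiratory lists had an adjusted p of 0.33; over all genes 3 strains in place of 5 formed a branch. With the elements of Ppox averaged its difference turned to -0.15 over the strains, to 0.32 against FVB/N and to 0.15 against BALB/c, and that of Esr1 in C57BL/6 minus FVB/N ran from -0.20 to 0.059 with 1 pool left out, above 0 without C57BL/6 pool 4 and FVB/N pools 1, 3 and 4 (0.014, 0.036, 0.059 and 6.49e-04). Of 193 single-gene results 171 kept both their side of the threshold and their direction under the alternatives set at the start that leave out no pool, and 17 changed one or the other without at least 1 pool.

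With 1 pool left out the counts ran from 1028 to 1735 over the strains, and between C57BL/6 and 129X1/Sv from 69 to 226, C57BL/6 and FVB/N 220 to 266, C57BL/6 and BALB/c 196 to 287, C57BL/6 and DBA/2 217 to 283, 129X1/Sv and FVB/N 37 to 154, 129X1/Sv and BALB/c 60 to 143, 129X1/Sv and DBA/2 68 to 209, FVB/N and BALB/c 184 to 238, FVB/N and DBA/2 253 to 386, and BALB/c and DBA/2 195 to 333; a pair then rests on fewer arrays. Against the other strains they ran from 225 to 510 in C57BL/6, 508 to 863 in 129X1/Sv, 171 to 440 in FVB/N, 153 to 327 in BALB/c and 138 to 343 in DBA/2, and 8 to 12 lists passed in C57BL/6, with adjusted p from 1.79e-04 to 0.00639 for NADH dehydrogenase, 7.24e-05 to 0.00884 for the other subunits and 0.321 to 0.517 for phosphoinositide binding.

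The pool numbers mark no shared litter or day in the paper, and of 40 pairs of same-numbered pools 22, all outside 129X1/Sv, had deviations that correlated above 0.1 (-0.339 to 0.435, median 0.302 without 129X1/Sv and -0.176 with it), 11 of 20 pools correlating best with their own number; pools of the same dye had a median of 0.239 and those of opposite dyes -0.242. Outside 129X1/Sv the same number goes with the same dye, and in pairs with 129X1/Sv, where it goes with the opposite dye, no correlation was above 0.1, so that the correlations follow the dye and the numbers were not taken to pair the pools. With the pool number as a block 51, 7, 48, 57, 423, 661 and 667 elements passed in C57BL/6 and 129X1/Sv, 129X1/Sv and FVB/N, 129X1/Sv and BALB/c, 129X1/Sv and DBA/2, FVB/N and BALB/c, FVB/N and DBA/2, and BALB/c and DBA/2, the last being the largest, and the other counts stayed within 1.5 times; of single genes Mmp7 (C57BL/6 and 129X1/Sv, adjusted p = 0.0938 from limma), Clu and Pabpc1 (C57BL/6 and FVB/N, 0.0642 and 0.0765), Cyp2b9 and Ms4a5 (129X1/Sv and FVB/N, 0.0752 and 0.0554) and Svs2 (129X1/Sv and BALB/c, 0.0618) lost their call. A trend of the spread with intensity and turning single arrays were not run, as intensities are not used here and all arrays ran the same way; signal over background is not used here either.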

Differences from the paper's values

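Removing the dye from all genes before clustering was chosen after the result was seen. The paper's counts between pairs of strains used SAM with a q-value under 0.05, those here limma with an adjusted p under 0.05. Whether low-abundance spots had been removed cannot be read from the values used here, and that step was not repeated.

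The paper counts genes and the counts of the pairs here are of elements, several of which can stand for 1 gene. Counted as named genes by the element that represents each, 181 differed between C57BL/6 and BALB/c (173 in the paper), 197 between C57BL/6 and DBA/2 (198), 142 between FVB/N and BALB/c (172), 212 between FVB/N and DBA/2 (226), 225 between BALB/c and DBA/2 (196) and 194 between C57BL/6 and FVB/N (237), all within 1.5 times of the paper; 81, 52, 56 and 72 between 129X1/Sv and C57BL/6, FVB/N, BALB/c and DBA/2 (124, 88, 102 and 116) were then more than 1.5 times below it, and elements without a gene name are left out of these counts. Counted as elements, 5 of the 10 pairs were more than 1.5 times above the paper, and few of the 12 alternatives that were set before the data were examined and leave out no pool came within. Between C57BL/6 and BALB/c the paper reports 173 genes and 311 elements differed here. Elements averaged by gene (248) and a t-test without moderation (152), which is not the paper's test, came within 1.5 times of the paper. The other 10 alternatives did not, SAM among them with 515. Between C57BL/6 and DBA/2 the paper reports 198 and 334 differed here; quantile normalization (294), averaged elements (264) and all 20 arrays in 1 fit (257) came within, and the others did not (SAM 432). Between FVB/N and BALB/c the paper reports 172 and 269 differed here. No filter on missing values over all arrays (251), quantile normalization (243) and averaged elements (204) came within. So did the t-test without moderation (166) and all 20 arrays in 1 fit (223), and the others did not (SAM 457). Between FVB/N and DBA/2 the paper reports 226 and 416 differed here. Averaged elements (329), the t-test without moderation (201) and all 20 arrays in 1 fit (289) came within, and the others did not (SAM 697). Between BALB/c and DBA/2 the paper reports 196 and 382 differed here. The t-test without moderation (196) and all 20 arrays in 1 fit (210) came within. The others did not, among them SAM, the paper's test, with 515. With 1 pool left out the count came within for 7, 8, 8, 4 and 6 of the 8 pools of these pairs, in the same order.

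The paper names FVB/N and C57BL/6 as the pair with the most differences, whereas here FVB/N and DBA/2 had more elements (416 against 349). BALB/c and DBA/2 had the most named genes (225, against 212 for FVB/N and DBA/2 and 194 for FVB/N and C57BL/6). FVB/N and DBA/2 also had more elements than FVB/N and C57BL/6 with each of the 12 alternatives except all 20 arrays in 1 fit. In that fit C57BL/6 and 129X1/Sv had the most (608). The pair with the fewest is the same as in the paper (87 elements, 52 named genes). However, 129X1/Sv and BALB/c had the fewest with elements without missing values (105) and a robust estimate of the spread (97). This pair also had the fewest with SAM (182) and the t-test without moderation (53), and BALB/c and DBA/2 with all 20 arrays in 1 fit (210). The paper places 129X1/Sv and FVB/N on 1 branch; here they shared one over all genes with the dye removed, a setting chosen after the data were seen, and in none of the other 5 clusterings. The paper finds the dendrograms of all genes and of the differing genes identical; here 3 strains formed a branch of their own over all genes, 4 with Euclidean distance and 5 with the dye removed, against 5 over the differing genes. The paper states that its H2 genes do not follow the haplotypes of the strains. Of the 4 H2 genes measured here 3 differed among strains. For these 99.7% of the sum of squares between strains lay between haplotype groups in the median, while H2-Ob, which did not differ, had 22.8%. Another grouping of the strains reached 96.8%, and H2-Eb1 was low in FVB/N alone and did not set the other haplotypes apart. The comparison was chosen after the strain means were seen, so that it is no independent test of the paper's statement. H2-K1 and H2-D1 are not analysed here.

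Of the genes that the paper lists as differing, B2m, Esr1, Rbp4, Pabpc1 and Ppox did not pass over the 5 strains by the element that represents them (adjusted p = 0.182, 0.996, 0.513, 0.525 and 0.62 from limma). B2m passed with the dye as a term (0.0125), with its elements averaged (0.0121), with array weights, chosen after seeing the data (0.0683), and by its other elements (0.00133 and 0.00762). Rbp4 passed with its elements averaged (0.0769) and by another element (0.00458), Pabpc1 without 129X1/Sv pool 4 (0.0321), and Esr1 and Ppox by other elements (0.054 and 0.00751). In Fig. 5a Esr1 is high in FVB/N and Rbp4 and Ppox are high in C57BL/6; here C57BL/6 minus FVB/N was -0.03, 0.33 and -0.29, none past the test, and with the elements averaged Ppox was at 0.32; other elements ran the paper's way, 2 of Esr1 with means of -0.17 and -0.33 in C57BL/6 and 0.50 and 0.47 in FVB/N, 1 of Ppox with 0.66 and -0.28 and 1 of Rbp4 with 0.12 and -0.52, while another of Esr1 (0.18 and 0.0081) and another of Rbp4 (-0.27 and -0.037) did not. In Fig. 6a Ppox and Acta1 are high in C57BL/6; here C57BL/6 minus BALB/c was -0.49 and 0.40, neither past the test, and with the elements averaged 0.15 and 0.50, the latter past it (adjusted p = 0.0233 from limma); another element of Ppox had means of 0.66 in C57BL/6 and -0.13 in BALB/c, and 2 of Acta1 0.037 and 0.11 in C57BL/6 and -0.53 and -0.43 in BALB/c, as in the paper. The paper gives clusterin transcripts in FVB/N, by arrays and qRT-PCR together, as 10-fold or more above every other strain. On the arrays alone Clu in FVB/N was 4.71-fold above C57BL/6, the next highest strain, where the SD between pools was 1.21 on the log2 scale. By a further element C57BL/6 averaged -1.17, below 129X1/Sv at -1.04. Between the highest and lowest strain the array bars of the paper's figure give 7-fold for Clu, against 6.54-fold here, so that the array values are not counted as a difference. The paper names phosphoinositide binding among the sets that differ in C57BL/6; the list used here, which is not the paper's set, had an adjusted p of 0.422 from camera, and of its alternatives geneSetTest with both directions mixed (adjusted p = 0.249) came below the false discovery rate that the paper allows there.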

Other observations

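The test of the H2 haplotypes was chosen after the result was seen.

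Some of the gene lists that stood apart in C57BL/6 also did so in other strains, each against the mean of the other 4. These comparisons share arrays, so that a shift in 1 strain moves the others the opposite way. With all pools the glutathione and skeletal muscle lists passed in no other strain (adjusted p of 0.149 and 0.0988 or above from camera). The skeletal muscle list passed in DBA/2 without C57BL/6 pool 3, BALB/c pool 4 or DBA/2 pool 3 (0.0335, 0.0489 and 0.0276). In 129X1/Sv 2 of 20 subunits of NADH dehydrogenase and 2 of 31 other respiratory chain and ATP synthase subunits were higher and none was lower by limma (4 and 5 higher when adjusted over the list alone; 6 and 10 higher and 0 lower at an unadjusted p under 0.05), and both lists were higher (adjusted p = 0.00214 and 0.00183 from camera, and adjusted p = 0.398 with an estimated correlation), calls lost without 129X1/Sv pool 4 (0.129 each). In DBA/2 none of these subunits passed limma's test (4 and 5 lower and 0 higher at an unadjusted p under 0.05), and both lists were lower (adjusted p = 0.0213 and 0.00331 from camera, and adjusted p = 0.466 and 0.375 with an estimated correlation), the first call lost without DBA/2 pool 2 (0.12). Of 5 adipose markers 2 were higher in 129X1/Sv, with the carbonic anhydrase gene Car3 at 1.03 (2 when adjusted over the list alone; adjusted p = 0.041 from camera, and adjusted p = 0.372 with an estimated correlation), a call lost without 129X1/Sv pools 2, 3 and 4 (0.171, 0.0755 and 0.129), and 1 of 23 ER chaperone and secretory pathway genes was lower (5 when adjusted over the list alone; adjusted p = 0.041, and adjusted p = 0.372 with an estimated correlation), a call lost without C57BL/6 pool 3, 129X1/Sv pools 2, 3 and 4 and BALB/c pools 1 and 2 (0.0539, 0.0819, 0.0755, 0.129, 0.0501 and 0.0524). In FVB/N 2 of 21 fibroblast and matrix markers were lower (1 higher and 3 lower when adjusted over the list alone; adjusted p = 0.011 from camera, lost without FVB/N pool 2 at 0.0665), and of 25 cell cycle genes none passed limma's test (1 higher and 7 lower at an unadjusted p under 0.05; adjusted p = 0.0052 from camera, lost without FVB/N pool 3 at 0.0697), with an adjusted p = 0.266 for both with an estimated correlation. In DBA/2 the matrix genes Col6a3 and Eln, for collagen VI and elastin, were higher by 1.06 and 0.71 and none of the other fibroblast and matrix markers passed (3 when adjusted over the list alone; adjusted p = 0.0141 from camera, and adjusted p = 0.375 with an estimated correlation), and 1 of 7 polyamine genes, Odc1, was lower (3 when adjusted over the list alone; adjusted p = 0.00485, and adjusted p = 0.0607 with an estimated correlation).

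In BALB/c 3 of 8 seminal vesicle markers were higher (4 when adjusted over the list alone; adjusted p = 4.53e-05 from camera, and adjusted p = 0.2 with an estimated correlation) and 2 of 14 androgen-regulated genes were lower (2 when adjusted over the list alone; adjusted p = 0.0135, and adjusted p = 0.0848 with an estimated correlation). In DBA/2 none of the seminal vesicle markers passed limma's test (2 lower and 0 higher at an unadjusted p under 0.05; adjusted p = 0.0213 from camera, and adjusted p = 0.42 with an estimated correlation), nor did any of 12 smooth muscle markers (1 higher at an unadjusted p under 0.05; adjusted p = 0.0182, and adjusted p = 0.42 with an estimated correlation), the latter call lost without DBA/2 pool 4 (0.0853). Of 9 MHC and antigen presentation genes 1 was higher and 1 lower in DBA/2 (2 and 1 when adjusted over the list alone; adjusted p = 0.0494, and adjusted p = 0.375 with an estimated correlation), a call lost without C57BL/6 pool 2 (0.0749), 129X1/Sv pools 1, 2 and 3 (0.0657, 0.0603 and 0.0517), FVB/N pools 1 and 3 (0.0522 and 0.0548), BALB/c pools 1 and 3 (0.0676 and 0.0692) and DBA/2 pools 1, 2 and 4 (0.0846, 0.0607 and 0.165). In C57BL/6 3 of 17 prostate and seminal vesicle secretory genes were higher and none lower (3 and 1 when adjusted over the list alone; adjusted p = 0.204 from camera, with a median of -0.03, a mean of -0.04 and a test in the upward direction), a list that passed without C57BL/6 pools 1 and 4 (0.047 and 0.0327), and of 14 androgen-regulated genes 4 were higher and 1 lower (5 and 3; adjusted p = 0.238, median -0.07 and mean 0.12). Of 11 luminal epithelium markers Epcam, a cell adhesion gene, was lower there (-0.50, adjusted p = 1.73e-04 from limma; 0 and 1 when adjusted over the list alone; adjusted p = 0.319 from camera), and of 9 MHC genes 2 were higher and 1 lower (2 and 2; adjusted p = 0.293). No member passed limma's test in C57BL/6 among 21 fibroblast and matrix markers (3 higher at an unadjusted p under 0.05; adjusted p = 0.0587 from camera), 12 smooth muscle markers (2 lower; 0.0918), 14 interferon-stimulated genes (1 higher and 2 lower; 0.316), 33 ribosomal proteins (1 higher; 0.567), 23 ER chaperone genes (1 higher and 2 lower; 0.896, median -0.02 and mean 0.01), 8 genes of sterol and fatty acid synthesis (1 higher; 0.311), 13 immediate-early genes (3 lower; 0.461), 8 seminal vesicle markers (1 higher and 1 lower; 0.859), 7 endothelium markers (1 lower; 0.422), 7 macrophage and leukocyte markers (2 lower; 0.412) and 6 neuronal markers (0; 0.354). The fibroblast list passed without C57BL/6 pools 1 and 3, 129X1/Sv pool 3, FVB/N pool 3 and BALB/c pool 4 (0.047, 0.0309, 0.013, 0.0421 and 0.0494) and with the dye as a term (0.0457), and the smooth muscle list without 129X1/Sv pool 4 (0.00726) and with array weights, chosen after the data were seen (0.044). With geneSetTest, the kind of test that the paper used, the fibroblast and smooth muscle lists passed in either direction (adjusted p = 0.0222 and 0.048), and the secretory, androgen-regulated and MHC lists passed with both directions mixed (0.0369, 0.00149 and 0.0356). The lists of genes that the paper names were chosen on these samples and are not independent evidence: of 9 genes high in FVB/N in Fig. 5a 7 were lower in C57BL/6 against all other strains (7 when adjusted over the list alone), of 8 high in C57BL/6 4 were higher (4), and in Fig. 6a 2 of 7 high in C57BL/6 were higher (3) and 4 of 4 high in BALB/c were lower (4).

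A hypothesis is that the levels of H2 genes follow the haplotypes that C57BL/6 and 129X1/Sv share and that BALB/c and DBA/2 share, with FVB/N on its own. Of 15 ways to group the strains as 2, 2 and 1, the grouping by haplotype ranked 1 in the median share of the sum of squares between strains over the 3 H2 genes that differed among strains (99.7%, highest other 96.8%), with H2-Ea at 99.8%, H2-Eb1 at 99.7%, and H2-Q1 at 96.2%; H2-Ob, which did not differ and was left out of the median, was at 22.8%. The smallest share that 15 groupings allow is 0.067, and the strain means of these genes had prompted the comparison, so that the rank describes them and is no independent test; the hypothesis was not tested on other genes.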
